# Disruption of Circadian Rhythms by Ambient Light during Neurodevelopment Leads to Autistic-like Molecular and Behavioral Alterations in Adult Mice

**DOI:** 10.3390/cells10123314

**Published:** 2021-11-26

**Authors:** Kun Fang, Dong Liu, Salil S. Pathak, Bowen Yang, Jin Li, Ramanujam Karthikeyan, Owen Y. Chao, Yi-Mei Yang, Victor X. Jin, Ruifeng Cao

**Keywords:** circadian rhythm, neurodevelopmental disorder, translational control, mTOR, MAPK, autism

## Abstract

Although circadian rhythms are thought to be essential for maintaining body health, the effects of chronic circadian disruption during neurodevelopment remain elusive. Here, using the “Short Day” (SD) mouse model, in which an 8 h/8 h light/dark (LD) cycle was applied from embryonic day 1 to postnatal day 42, we investigated the molecular and behavioral changes after circadian disruption in mice. Adult SD mice fully entrained to the 8 h/8 h LD cycle, and the circadian oscillations of the clock proteins, PERIOD1 and PERIOD2, were disrupted in the suprachiasmatic nucleus and the hippocampus of these mice. By RNA-seq widespread changes were identified in the hippocampal transcriptome, which are functionally associated with neurodevelopment, translational control, and autism. By western blotting and immunostaining hyperactivation of the mTOR and MAPK signaling pathways and enhanced global protein synthesis were found in the hippocampi of SD mice. Electrophysiological recording uncovered enhanced excitatory, but attenuated inhibitory, synaptic transmission in the hippocampal CA1 pyramidal neurons. These functional changes at synapses were corroborated by the immature morphology of the dendritic spines in these neurons. Lastly, autistic-like animal behavioral changes, including impaired social interaction and communication, increased repetitive behaviors, and impaired novel object recognition and location memory, were found in SD mice. Together, these results demonstrate molecular, cellular, and behavioral changes in SD mice, all of which resemble autistic-like phenotypes caused by circadian rhythm disruption. The findings highlight a critical role for circadian rhythms in neurodevelopment.

## 1. Introduction

The circadian clock endogenously drives approximately 24-h rhythms in all animals. Circadian rhythms are fundamentally important in regulating gene expression, neurophysiology, and animal behavior across the lifespan [1]. During brain development, the circadian clock regulates neurogenesis, migration, and progenitor cell differentiation. In the adult brain, circadian rhythms regulate neuronal excitability, synaptic plasticity, learning and memory, mood, and social behaviors [2]. The cellular circadian clock is composed of interlocking transcriptional–translational feedback loops. Decades of research has identified about a dozen clock genes that are ubiquitously expressed in all mammalian cells [3]. The expression of clock genes in different systems is orchestrated and synchronized by the master circadian pacemaker, the suprachiasmatic nucleus (SCN) in the hypothalamus. Ambient light regulates rhythms in the SCN and synchronizes the endogenous body rhythms with the environmental LD cycles. It is generally thought that circadian rhythms are essential for maintaining body health. Aberrant light exposure, such as light at night, shift work, or transmeridian travel can disrupt circadian rhythms and cause their desynchronization in different systems of the body. In the short term, circadian desynchronization can cause “jet lag” symptoms and sleep disorders [4]. The long-term consequences of circadian disruption during animal development remain elusive. The molecular and cellular changes in the adult brain after chronic circadian disruption during neurodevelopment have never been investigated. 

Autism spectrum disorders (ASDs) are a group of neurodevelopmental disorders characterized by impaired social interaction and communication, and restricted, repetitive, or stereotyped movements (DSM-V). ASD affect 1 in 54 children in the U.S. (CDC). To date, no preventive or therapeutic strategies have demonstrated consistent benefits in treating the core symptoms of ASD. There is, therefore, an urgent need to uncover new pathogenic mechanisms of ASD from experimental studies. Emerging clinical evidence indicates that dysfunctions of the circadian clock may be involved in ASD pathogenesis [5]. For example, clock gene polymorphisms are frequently found in ASD. Single-nucleotide polymorphisms and de novo loss-of-function variants of multiple clock genes are identified in ASD, including *Per1*, *Per2*, *Npas2*, *Nr1d1*, *Rorα*/*β*, and *CkIε*, which indicates that the functional abnormality of these clock genes may be involved in ASD [6,7,8,9,10]. In addition, sleep problems and abnormal levels of circadian hormones are common comorbidities in ASD individuals. It is estimated that 50~80% of ASD children have sleep problems, compared to less than 30% in the general children population [11]. Abnormal temporal profiles of cortisol and melatonin, which are indicators of the circadian clock function, are frequently found in ASD [12,13]. Together, these findings indicate underlying impairments of the body clock function in ASD. 

Despite these correlation studies, however, no experimental evidence has yet established a causal link between circadian rhythm disruption and ASD. Filling this gap may help us to better understand the mechanisms of the circadian regulation of neurodevelopment and to develop novel strategies to treat circadian sleep problems, which are frequently found in neurodevelopmental disorders. Here, to investigate the effects of circadian disruption during neurodevelopment, we established a “Short Day” (SD) mouse model, in which the circadian rhythms in whole animals were chronically disrupted by ambient light throughout the period of embryonic and postnatal development, from embryonic day 1 to postnatal day 42 (E1-P42). We investigated the molecular and behavioral changes in adult SD mice as compared to the control mice that were constantly maintained under the standard 12 h/12 h light/dark cycle. Interestingly, we identified a combination of molecular, cellular, and behavioral changes in the SD mice, all of which resemble autism-like phenotypes in these mice. Our findings highlight a critical role for circadian rhythms in neurodevelopment and provide experimental evidence that links the environmental disruption of circadian rhythms to the pathogenesis of ASD.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J breeder mice were purchased from the Jackson Laboratory (Stock No: 000664; RRID: IMSR_JAX:000664). Animals were housed in the animal facility at the University of Minnesota, Duluth, with ad libitum access to mouse chow (LabDiet 5053) and tap water. The room temperature was maintained at 22 ± 1 °C, and the humidity was at 35–45%. Mouse colonies were maintained in the standard 12 h/12 h light/dark (LD) cycle. To create SD mice, six-week-old male and female breeders were transferred to the 8 h/8 h LD cycle (100 lux). Breeding pairs were set up and maintained in the 8 h/8 h LD cycle throughout gestation. Pups were also kept in the 8 h/8 h LD cycle until they became 42 days old (Figure 1A). Control (CTR) mice were kept and bred in the 12 h/12 h LD cycle. All procedures were approved by the Institutional Animal Care and Use Committee at the University of Minnesota.

### 2.2. Circadian Behavioral Assay

Six-week-old SD and CTR mice were transferred and individually housed in cages equipped with running wheels, and kept in either SD or CTR light cycles for 17 d. The wheel-running activities were recorded and analyzed by ClockLab software (Actimetrics, Wilmette, IL, USA).

### 2.3. Brain Tissue Processing, Immunostaining, and Microscopic Imaging Analysis

Under the indicated conditions, the mice were sacrificed by cervical dislocation and decapitation. The brains were rapidly harvested. Brain tissues were processed and cut into 40-µM sections, as previously reported. Immunohistochemistry was performed as published in [14], using one of the following primary antibodies: rabbit anti-phospho-eIF4E (Ser209) antibody (1:1000 final dilution; Novus Biologicals, NBP1-19923; RRID: AB_1641951); rabbit anti-phospho-S6 (Ser240/244) antibody (1:1000 final dilution; Cell Signaling Tech, 2215); rabbit anti-PER1 antibody (1:3000, Millipore, AB2201); or goat anti-PER2 antibody (1:300, Santa Cruz, sc-7728). Next, sections were incubated for 1.5 h at room temperature in biotinylated anti-rabbit/goat IgG (1:400; Vector Laboratories, Burlingame, CA; RRID: AB_2687893), and then placed in an avidin/biotin HRP complex for 1 h (prepared according to the instructions of the manufacturer; Vector Laboratories; RRID: AB_2336819). Sections were washed three times in PBS for 10 min per wash between each labeling step. The signal was visualized using nickel-intensified DAB substrate (Vector Laboratories; RRID: AB_2336382) and sections were mounted on slides with Permount media (SP15-500, Fisher Scientific, Houston, TX, USA).

Bright-field microscopic images were captured using a digital camera mounted on an inverted DMi8 Leica microscope (Wetzlar, Germany). All photomicrographic datasets were statistically analyzed using Adobe Photoshop software (Adobe Systems Incorporated, San Jose, CA, USA), as previously described [15]. Briefly, for the PER1 and PER2 intensity analyses, 10× bright-field SCN images were digitally outlined, subtracted from the intensity of the adjacent lateral hypothalamus, and the normalized mean intensity values were determined after being normalized to the values in the control group. For the p-S6 and p-eIF4E intensity analyses, 1.2× sagittal brain images were used. Three squares of 10 × 10 pixels were used to outline the CA1, CA3, and DG regions of the hippocampus and the average intensity in each square was determined. After subtracting it from the intensity of a cortex region with no labeling, the normalized intensity was determined.

### 2.4. Protein Extraction and Western Blotting Analysis

The mice were sacrificed under the indicated conditions. The brains were dissected, snap-frozen in dry ice, and stored in −80 °C until protein extraction. The proteins were extracted, and Western blotting was done, as previously reported in [14]. Briefly, forebrain tissues were homogenized in ice-cold lysis buffer (20 mM HEPES pH 7.5, 100 mM NaCl, 0.05% Triton X-100, 1 mM DTT, 5 mM Na-beta-glycerophosphate, 0.5 mM Na-vanadate, 1 mM EDTA, protease inhibitors). The supernatant was obtained, and the protein concentration was quantified by Bradford assay. Protein lysates, in amounts of 50 µg, were resolved on a 10% SDS PAGE gel and transferred to a PVDF membrane (Bio-Rad). Membranes were blocked by 5% nonfat dry milk and incubated with one of the following primary antibodies overnight at 4 °C: anti-phospho-eIF4E (Ser209) antibody (1:1000; Novus Biologicals, NBP1-19923; RRID: AB_1641951); anti-eIF4E antibody (1:1000, BD Transduction Laboratories, 610270; RRID: AB_397665); anti-phospho-S6 (Ser240/244) antibody (1:2000; Cell Signaling Tech, 2217; RRID: AB_2798616); anti-S6 antibody (1:2000; Cell Signaling Tech, 2215); anti-phospho-S6K1 (Thr389) antibody (1:1000, Cell Signaling Tech, 9206, AB_2285392); anti-S6K1 (1:2000, Cell Signaling Tech, 9202); anti-p-mTOR (Ser2448) (1:1000, Cell Signaling Tech, 2971); anti-mTOR (1:1000, Cell Signaling, 2972), anti-p-MEK 1/2 (217/221) (1:1000, Cell Signaling Tech, 9121); anti-MEK (1:1000, Cell Signaling, 9122); anti-p-ERK (Thr202/204) (1:1000, Cell Signaling Tech, 9106); or anti-ER (1:2000, Santa Cruz, SC-93). The next day, blots were washed with 1X PBST and incubated in PBST (with 5% skim milk) with an HRP-conjugated secondary antibody (1:5000, GE Healthcare, donkey anti-rabbit: NA931, AB_772210; donkey anti-mouse: NA934, AB_772206) for 1.5 h and washed again. To detect immunoreactivity, blots were incubated with enhanced chemiluminescent reagent (Perkin Elmer) and imaged on an Odyssey Fc Imaging System (LI-COR Biosciences). The relative intensities of the blots were quantified using Adobe Photoshop.

### 2.5. RNA-seq and Bioinformatic Analysis

The mice were sacrificed, and the hippocampal tissue was rapidly dissected and snap-frozen in dry ice and stored in −80 °C until RNA extraction. Total RNA was extracted by the ZYMO Research Quick-RNA MiniPrep kit from lysed hippocampal tissue in TRIzol Reagent (Thermosphere, 15596026), and then most of the gDNA was removed with the spin-away filter. After that, the mixture of RNA was transferred with ethanol to a Zymo-Spin IIICG column to remove trace DNA by DNase I on the column, then washed twice with RNA wash buffer, followed by elution with 50 μL DNase/RNase-free water. The RNA-seq library was prepared with the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (NEB #E7490). The Oligo dT Beads were washed with RNA binding buffer and incubated with a total of 1 μg of RNA to purify the mRNA, followed with more washing by the bead-washing buffer. Then, the mRNA was eluted with elution buffer and reverse-transcribed. After that, the first and the second strand cDNA were synthesized. After the purification of the double-stranded DNA, adaptor was added. Adaptor-ligated DNA was enriched by PCR followed by purification, and then the DNA library was sequenced with Illumina HiSeq3000.

The quality control for the RNA-seq data was first performed by Trim Galore and was mapped to mm10 by Hisat2 with its default parameters [16]. The read counts for each gene were calculated by featureCounts [17], with the parameters, −s 2 and −M. Differentially expressed genes (DEGs) were identified by DESeq2 [18], with the cutoffs as abs (log2FoldChange) ≥ 0.58, and a *p*-value ≤ 0.05. A volcano plot and a heatmap of the DEGs were drawn with customed R script with the Pheatmap package [19]. The human homology genes were then mapped from mouse genes by a custom script. The protein–protein interaction networks were generated from STRING v11.5 [20].

ASD cohort data were acquired from the GEO database, with the GEO accession numbers: GSE28521, GSE102741, GSE64018, GSE51264, and GSE59288 [21,22,23,24]. The number of ASD/CTR samples in GSE102741 was balanced by randomly selecting control samples with a sample function in R. To identify the mice-cohort DEGs, we first performed linear regression *t*-tests with the equation:

(1) $$Expression=\alpha *Age+\beta *Offset_{ASD-CTR}+\gamma *Age:Offset_{ASD-CTR}\;$$

where $Age:Offset_{ASD-CTR}$ means the interaction between Age and $Offset_{ASD-CTR}$; and α,β,γ are the coefficients learned from the least square regression. Then, we checked if the coefficient of the interaction term, γ, was smaller than 0.1. If γ was less than the cutoff, 0.1, we hypothesized that the ASD and CTR groups shared the same slope and we then performed a simpler *t*-test model:

(2) $$Expression=\alpha *Age+\beta *Offset_{ASD-CTR}.$$

The mouse-cohort DEGs were finally identified on the basis of: 1. Linear regression *t*-test p value ≤0.05; and 2. FoldChange≥1.25, where $FoldChange=\frac{mean\left(expressions\;in\;the\;ASD\;samples\right)}{mean\left(expression\;in\;the\;CTR\;samples\right)}$. After obtaining the mouse-cohort DEGs for each cohort, we investigated the overlapping mouse-cohort DEGs between cohorts with a Venn diagram [25], and we used the learning vector quantization method in the Caret package to calculate the importance score for mice-cohort DEGs, in the data of Liu et al., on the basis of the annotated “ADI-R Class” in the original paper.

### 2.6. Electrophysiological Recording

Briefly, horizontal hippocampal slices were sectioned at a thickness of 300 μm, using a vibratome (VT 1200S, Leica) in ice-cold modified artificial cerebral spinal fluid (ACSF) containing (in mM): sucrose (217.6); KCl (3); glucose (10); NaH_2_PO_4_ (2.5); NaHCO_3_ (26); MgCl_2_ (2); and CaCl_2_ (2), and were continuously bubbled in 95% O_2_ and 5% CO_2_ (pH 7.4). Slices were incubated in oxygenated standard ACSF, including (in mM): NaCl (125); KCl (2.5); glucose (10); NaH_2_PO_4_ (1.25); sodium pyruvate (2); myo-inositol (3); ascorbic acid (0.5); NaHCO_3_ (26); MgCl_2_ (1); and CaCl_2_ (2) (pH 7.4), at 37 °C for 30 min prior to experimentation, and were then transferred to a recording chamber. Slices were continuously perfused with the standard ACSF, at a rate of approximately 1 mL/min, with supplements of NBQX (10 µM) and APV (50 µM) or bicuculline (10 µM) to block excitatory or inhibitory inputs, respectively. Miniature EPSCs and IPSCs from CA1 pyramidal neurons were recorded in the whole-cell voltage-clamp mode at −60 mV. Tetrodotoxin (TTX, 1 μM) was added to eliminate spontaneous spike firing. To record the EPSCs, the intracellular solution contained (in mM): K-gluconate (97.5); CsCl (32.5); EGTA (5); HEPES (10); MgCl_2_ (1); TEA (30); and lidocaine *N*-ethyl bromide (3) (pH 7.3). To record the IPSCs, the intracellular solution contained (in mM): K-gluconate (50); CsCl (80); EGTA (5); HEPES (10); MgCl_2_ (1); TEA (30); and lidocaine N-ethyl bromide (3) (pH 7.3). The electrophysiological recordings were acquired online, filtered at 4 kHz, and digitized at 50 kHz with a dual-channel amplifier, (MultiClamp 700 A, Molecular Devices) and digitizer (Digidata 1322 A, Molecular Devices). Data were analyzed offline with pClamp 10 (Molecular Devices), MiniAnalysis (Synaptosoft), and Excel 2016 (Microsoft).

### 2.7. Analysis of Neuronal Morphology by Golgi–Cox Staining

The Golgi–Cox staining of the mouse brains was performed using the Rapid Golgi Kit (FD NeuroTechnologies, MD, USA), according to the manufacturer’s instructions. Briefly, whole brains were isolated from each animal, rinsed once in Milli-Q water, quickly immersed into impregnation solution (A + B), and were then stored at room temperature in the dark for three weeks. Sections of a 100-μm size were cut, processed, and mounted, following the protocol provided with the kit. Hippocampal sections were imaged on a Nikon light microscope with a 100× oil immersion lens. To measure the spine densities on the apical shaft dendrites from the hippocampal CA1 area, the number of spines on each successive 25-mm segment was counted, starting at the soma and continuing to the end of the dendrite. Densities for each segment and for each neuron were pooled to get an average spine density per animal. For each neuron, the spine morphology was determined for the first 10 spines in every 25-μm bin along the apical shaft. Spines were assigned one of the following five morphological categories: A: Thin; B: Stubby; C: Mushroom; D: Filopodia; and E: Branched. B and C are classified as "mature spines” and A, D and E are classified as “immature spines”, as published in [26,27]. The percentages of the mature and immature spines were determined.

### 2.8. Puromycin Treatment and De Novo Protein Synthesis Analysis

A puromycin-labeling assay was used to measure the de novo protein synthesis [28]. The mice were injected with puromycin (125 mg/kg body weight) intraperitoneally and sacrificed 60 min later. The hippocampal tissue was collected, proteins were extracted, as described earlier, and Western blotting was done using the anti-puromycin antibody (1:1000, MilliporeSigma, MABE343, AB_2566826). The protein synthesis level was determined by measuring the total lane signal from 15–250 kD and subtracting it from the intensity of the unlabeled lane signal. After being normalized to loading control, the normalized protein synthesis was presented as a percentage change relative to the control.

### 2.9. Mouse Behavioral Tests

Six- to eight-week-old CTR and SD mice were used in all behavioral tests, except for the ultrasonic vocalization (USV) test, in which 3~11-day-old pups were used. The male-to-female ratios were roughly 1:1 in all of the experiments. Unless otherwise indicated, all behavioral tests were performed under a dim red light (~20 lux at cage level) beginning at 2 h after light-off, when the mice were naturally active. Whenever applicable, the experiments were videorecorded by a high-resolution camera, and the videos were analyzed by the animal behavioral tracking software, ANY-maze (Stoelting Co., Wood Dale, IL, USA). The researchers were blinded to the mouse genotypes during analysis.

Three-chamber test. The three-chamber test was performed, as published in [29], using a clear polyvinyl chloride (PVC) apparatus (60 cm × 40 cm × 20 cm) with three compartments (20 cm × 40 cm × 20 cm). For habituation, a mouse was placed in the central compartment and was allowed to freely explore all three compartments for 10 min. After habituation, a stranger WT C57BL/6J mouse (stranger 1) of the same sex was caged inside a wire cup in one of the side compartments. An identical empty wire cup was placed in the other side of the compartment. The test mouse was allowed to freely explore all three compartments for 5 min. Next, a novel stranger WT C57BL/6J mouse (stranger 2) of the same sex was introduced into the empty wire cup. The test mouse was allowed to explore for another 5 min. Mouse movements and interactions were videorecorded, and the videos were analyzed using the ANY-maze video tracking system (Stoelting Co., Wood Dale, IL, USA) to determine the times and the number of entries to each chamber, as well as the time sniffing, which was defined as the test mouse placing its nose within 2 cm of the cup or placing its forelimbs on the cup.

Ultrasonic vocalization (USV) test. The USV test were performed at postnatal days 3, 7, and 11, as previously described in [30]. Pups were separated from the mother and placed individually in a soundproof chamber. Vocalizations from the pups were recorded for 5 min using an ultrasound microphone (M500-384, Pettersson, Sweden) connected to Batsound Touch Lite recording software (Pettersson Elektronik AB Uppsala Science Park, Uppsala, Sweden). The numbers of calls per min, and the call durations and frequencies were determined.

Olfactory habituation test. The test was performed in the standard polycarbonate mouse cage, as described in [29]. Briefly, mice were exposed to cotton-tipped swabs with different odors and the time spent sniffing each swab was recorded. A series of swabs with odors were used in the order of tap water, cinnamon extract (1:100, Watkins), butter (1:100, Watkins), and mouse cage swipes. These olfactory cues were designed to measure familiar and unfamiliar odors, with and without social valence. Each swab was presented for 3 min, and each odor was presented consecutively three times. Each test session was conducted in a new mouse cage containing fresh bedding. There was a 1-min interval between sessions. All sessions were videorecorded and analyzed to determine the time spent sniffing within 2 cm of the swab.

Marble burying test. The marble burying test was performed to assess repetitive behaviors and stereotypy, as published in [31]. Corncob bedding (5 cm in depth) was placed in a standard polycarbonate mouse cage and lightly tamped down to make a flat and even surface. Three rows of five marbles were gently placed 4-cm apart on the surface of the bedding. A mouse was gently placed into a corner of the cage and allowed to explore the cage freely for 30 min. After the session, the number of buried marbles was counted. A marble was counted as buried if it was at least 2/3 covered by the bedding.

Grooming. To assess repetitive behaviors and the stereotypy, mouse grooming was analyzed, as published in [32]. To record spontaneous grooming, the mice were habituated in a new standard polycarbonate mouse cage (38 cm × 22 cm × 16 cm) for 30 min, and then videorecorded for 10 min to analyze the self-grooming of all body regions during the recording time. To record the induced grooming, the mice were given a single water puff to mist the animal’s face and head and were then videorecorded for 5 min to analyze the self-grooming behaviors. The videos were inspected by blinded researchers and the number of grooming bouts and the durations of grooming were determined. Grooming was defined as either the stroke of the forepaws across the head, or face or body licking.

Novel object recognition (NOR) memory test. An NOR test was performed, as described in [33]. Briefly, 24 h before training, the mouse was first placed in an open field arena (40 cm × 40 cm × 30 cm), without objects for habituation, and was allowed to freely explore the arena for 10 min. On the training day, two identical objects (glass bottles) were placed at opposite corners (5 cm from the walls) of the arena. The mouse was then placed into the arena and was allowed to freely explore the objects for 10 min before returning to the home cage. At 24 h after training, one object was replaced by a novel object (a wooden cube). The mouse was returned to the arena to explore for 5 min. The time spent investigating novel or familiar objects, and the total distance traveled in the arena were determined. "Investigating" was defined as the mouse placing its nose within a 2-cm proximity to the object, or as touching the object with the nose or forepaws. The proportion of time spent investigating the novel or familiar object was calculated as Time _novel_ or Time _familiar_/Time _novel_ + Time _familiar_. The discrimination index (DI) was calculated as (Time _novel_ − Time _familiar_)/(Time _novel_ + Time _familiar_).

Object location memory (OLM) test. An OLM test was performed, as reported in [33]. At 24 h before training, the mouse was placed in an open field arena (40 cm × 40 cm × 30 cm), without objects for habituation, for 10 min. On the training day, the mouse was exposed to two identical objects (glass bottles), which were placed at two specific locations in the arena (as in the NOR test). The mouse was allowed to explore the arena and both objects for 10 min and was then returned to the home cage. After 24 h, one object was placed in the same position, while the other object was moved to a novel location (the adjacent corner, 5 cm from the walls). The mouse was returned to the arena to explore for 5 min and its behavior was videorecorded. The time spent investigating novel (N) or familiar (F) locations and the total distance traveled in the arena were determined. The proportion of time spent investigating objects at the novel or familiar locations was calculated as Time _novel_ or Time _familiar_ /(Time _novel_ + Time _familiar_). The discrimination index (DI) was calculated as (Time _novel_ − Time _familiar_)/(Time _novel_ + Time _familiar_).

### 2.10. Statistical Analysis

Statistical analysis was performed by SPSS software (SPSS Inc, Chicago, IL, USA). The quantified values were compared for statistics using the Student’s *t*-test (two groups) or the one-way ANOVA test (multiple groups). If there were mixed factors involved, two-way ANOVA were performed with regard to the confounding variations, followed by post hoc Bonferroni’s multiple comparisons. The values were presented as mean ± standard error of the mean (SEM), and *p* < 0.05 was considered to be of statistical significance.

## 3. Results

### 3.1. Daily Rhythms of Animal Locomotor Activity and Clock Gene Expression Are Disrupted in SD Mice

We first assessed whether the SD cycle was able to disrupt the diurnal rhythms of wheel-running activities in adult mice. Interestingly, the CTR mice were entrained to the standard 12 h/12 h LD cycles, whereas the SD mice were completely entrained to the 8 h/8 h LD cycle, which is an ultradian cycle that C57BL/6J mice normally cannot entrain to (Figure 1B). Indeed, the Morlet wavelet transform analysis revealed that the CTR mice exhibited a period length of 24 h in locomotor activities, and that the SD mice exhibited a period length of 16 h. As expected, the CTR mice exhibited consolidated activity bouts during the 12-h dark phase of the 24-h LD cycle. When averaged by multiple days, three bouts of activities were found in the SD mice within a 24-h period, with each bout spanned for about 8 h. As activities were restricted to the dark phase in the SD mice, the three bouts of the 8-h activities were caused by daily alternating the 8 h/8 h LD phases. As a result, the total locomotor activities in 24 h were increased in the SD mice compared with the CTR mice (Figure 1B, unpaired *t*-test, *p* < 0.0001). In LD cycles, mouse activity rhythms may be shaped by the masking effect of light. To determine whether molecular diurnal rhythms were also changed in the SD mice, we next detected the levels of the clock proteins, PER1 and PER2, in the SCN at 1 h after light-on (ZT1) and 1 h after light-off (ZT13 for CTR, ZT 9 for SD). Consistent with the published results, we found higher levels of PER1 and PER2 at ZT 13 compared with ZT 1 in the SCN of CTR mice, indicating the diurnal oscillations of the PER levels. Strikingly, the levels of PER1 and PER2 remained at similar levels at ZT1 and ZT 9 in the SD mice, demonstrating that the diurnal oscillations of clock proteins are disrupted in the SCN of SD mice (Figure 1C, two-way ANOVA, PER1: *p* < 0.0001; PER2: *p* < 0.0001).

As SCN is regulated by the ambient light/dark cycles and, in turn, synchronizes other brain regions, we next detected the PER1 and PER2 rhythms in an extra-SCN brain region, i.e., the hippocampus. Samples were collected every 4 h across a 24-h period, when the mice were kept in constant darkness. Consistent with the published findings, we found that the levels of PER1 and PER2 exhibited significant oscillations across 24 h in the hippocampus, with a peak detected at CT22-2 in the PER1 and PER2 levels, and at a trough at ~CT14 in the CTR mice. The level of BMAL1 was antiphase to the PER levels, with a peak at ~CT10 and a trough at CT18-22 in the hippocampi of the CTR mice. Interestingly, the diurnal profiles of PER1, PER2, and BMAL1 were disrupted in the hippocampi of the SD mice. No obvious peaks and troughs were detected in the PER1 and BMAL1 levels, and a peak was found at CT6 in the PER2 level in the SD mice (Figure 1D, two-way ANOVA, PER1: *p* = 0.0009; PER2: *p* = 0.0008; BMAL1: *p* = 0.036). These results indicate that the diurnal rhythms are disrupted at the behavioral and molecular levels in SD mice.

### 3.2. Genome-Wide Transcriptional Changes in the Hippocampi of SD Mice

To identify the genome-wide transcriptional changes in the hippocampi of SD mice, we performed RNA-seq and identified a total of 316 DEGs, consisting of 226 upregulated genes (UpRGs) and 90 downregulated genes (DownRGs) (Figure 2A,B). 

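Hippocampal RNA was sequenced from 3 CTR mice, kept on a cycle of 12 h of light and 12 h of dark, and from 3 SD mice, kept on a cycle of 8 h of light and 8 h of dark until postnatal day 42. The sample labels number the CTR mice 1, 2 and 5 and the SD mice 2, 5 and 6. Polyadenylated RNA was selected before the libraries were made. The authors trimmed the reads with Trim Galore, mapped them to the mouse genome mm10 with Hisat2, and counted them per gene with featureCounts by strand and with multi-mapping reads included, so the counts of genes with near-identical copies are uncertain. The deposited table holds whole-number counts of 15423 genes beside the authors' DESeq2 results, and its least covered gene has 40 counts over the 6 mice. Total counts were 23300710, 24426831 and 30035148 in CTR mice 1, 2 and 5 and 25755316, 29226675 and 34447082 in SD mice 2, 5 and 6. Here the counts were tested with the quasi-likelihood test of edgeR after TMM normalization, over the 15345 genes kept by edgeR's filter on low counts. A gene was called when it passed the cutoffs given in the methods of the paper, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.58, and Benjamini-Hochberg adjusted p-values are given beside the calls. Fold changes are SD relative to CTR, and levels are CPM computed with the TMM factors. Counts simulated 20 times with the fitted spread of each gene and without any change gave a median of 171 calls at these cutoffs, with a range of 148 to 204. With simulated 2-fold changes, 88% of 100 changed genes were found at an adjusted p under 0.05, and with 4-fold changes 100% were. Genes were drawn independently, which leaves out the variation that real genes share. The simulations therefore do not give the rate of false calls or of recovery in these mice. Other splits of the 6 mice into 3 and 3 gave up to 438 calls. The sources used here do not say whether the mice came from separate litters, so p-values measure only the spread between these mice. Xist, the X-inactivation RNA of female cells, had 30044 counts in CTR mouse 5 and 0 to 20 in each of the other 5 mice, while the Y-linked gene Ddx3y, chosen after its values were seen, had 10 counts in CTR mouse 5 and 1652 to 3090 in the others. These counts mark CTR mouse 5 as female and the other 5 mice as male. Sex was thus not balanced between the groups, and it was not in the model. Ribosomal precursor RNA (Rn45s) took 1.84% of the counts in CTR mouse 1 and 0.164% to 0.231% in each of the other 5 mice. Before the data were examined, 33 gene lists were written from textbook knowledge and after the paper and its Table S1 had been read. Lists that hold genes named there are therefore not independent of them. The copy of Table S1 used here has 197 genes.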

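In this test, 457 genes passed the cutoffs, 322 of them higher and 135 lower in the SD hippocampi. The largest group was formed by genes of the choroid plexus epithelium, the tissue that secretes cerebrospinal fluid: 35 of 39 listed members were called higher and none lower, with a median log2 fold change of 1.56, and DESeq2 called 19 of the 39 members higher. Enpp2, a secreted lysophospholipase, was 984 ± 637 CPM (SD, n = 3) in CTR mice and 3000 ± 1314 CPM (SD, n = 3) in SD mice, and the folate receptor gene Folr1 was 10.2 ± 9.46 CPM (SD, n = 3) and 45.4 ± 24.0 CPM (SD, n = 3). Genes of ependyma and motile cilia were called higher for 19 of 54 members, among them Cfap52 with a log2 fold change of 0.79 (standard error 0.15). Of 21 genes of hypothalamic neurons 13 were called higher, among them the histidine decarboxylase gene Hdc with a log2 fold change of 0.85 (standard error 0.26). The hypothalamic neuropeptide gene Trh had 460 counts in SD mouse 2, 156 in SD mouse 5 and 14 to 60 in each of the other 4 mice. Of 30 genes of thalamic neurons 12 were called lower and 1 higher, with a median log2 fold change of -0.61, and the transcription factor gene Shox2 was 3.59 ± 3.94 CPM (SD, n = 3) in CTR mice and 0.299 ± 0.281 CPM (SD, n = 3) in SD mice. None of 29 genes of hippocampal principal neurons was called, and C1ql3 was 228 ± 35.4 CPM (SD, n = 3) in CTR mice and 246 ± 23.8 CPM (SD, n = 3) in SD mice. Outside these lists, the smallest p-values were those of Igfbpl1, an insulin-like growth factor binding protein-like gene, and of the lipid-droplet gene Plin4. Igfbpl1, on chromosome 4 of GRCm38 from 45809507 to 45826827 in the RefSeq annotation, was 3.72 ± 0.239 CPM (SD, n = 3) in CTR mice and 8.73 ± 1.24 CPM (SD, n = 3) in SD mice. Its log2 fold change was 1.23 (standard error 0.16, adjusted p = 0.22 from edgeR and 8.5e-06 from DESeq2). Plin4, on chromosome 17 from 56100587, was 13.6 ± 4.57 CPM (SD, n = 3) in CTR mice and 4.82 ± 1.28 CPM (SD, n = 3) in SD mice, with a log2 fold change of -1.50 (standard error 0.25, adjusted p = 0.51 from edgeR and 1.0e-05 from DESeq2). Opalin, a myelin gene, had a log2 fold change of 0.60 and Arhgef15, a guanine nucleotide exchange factor gene of blood vessels, one of -0.65. In 265 of the 457 called genes all 3 mice of one group lay beyond all 3 of the other, but the calls were made on the same mice and favour such genes. Over all tested genes 12.3% were separated in this way where chance gives 10%.

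**Figure D1:**
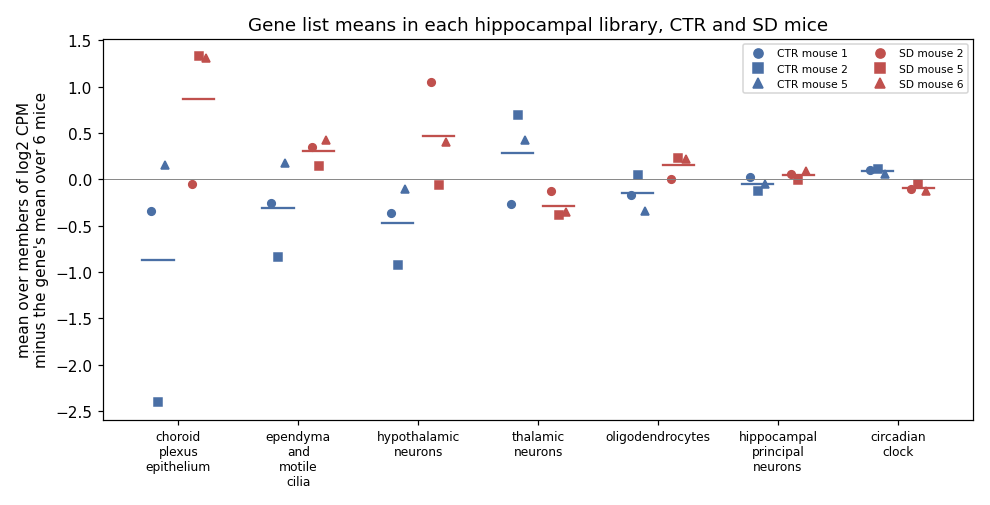
Mean over the members of 7 gene lists of the log2 CPM in each mouse, minus each gene's mean over the 6 mice; points are mice and bars are group means. The choroid plexus list ranges from -2.41 in CTR mouse 2 to 1.33 in SD mouse 5, and SD mouse 2, at -0.050, lies below CTR mouse 5, at 0.16.

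In the competitive list test of limma (camera, preset correlation 0.01), the adjusted p was 2.63e-42 for the choroid plexus list, 4.87e-20 for ependyma, 1.02e-14 for hypothalamic and 3.97e-10 for thalamic neurons. None of these calls held with an estimated correlation, where the adjusted p was 0.36 for each of the 4 lists. No gene had an adjusted p under 0.05 in edgeR, where 1277 genes had an unadjusted p under 0.05, and DESeq2 on the same counts gave 56 genes at an adjusted p under 0.05. Without CTR mouse 5 the cutoffs called 707 genes and without SD mouse 6 they called 242, and without CTR mouse 2 they called 204 genes higher. The mice that remain without CTR mouse 5 are all male by their Xist and Ddx3y counts. That fit also drops the other differences of this mouse, so it does not isolate sex. Called choroid plexus genes numbered 20 without SD mouse 5, 17 without SD mouse 6 and 38 without either of CTR mouse 5 and SD mouse 2. Called thalamic genes numbered 4 without CTR mouse 2 and 6 without either of SD mice 5 and 6. Called ependymal genes numbered 12 without CTR mouse 2, 34 without CTR mouse 5 and 9 without SD mouse 6, and called hypothalamic genes numbered 8 without CTR mouse 1 and 6 without either of CTR mouse 2 and SD mouse 2. The paper analyses its DEGs for gene ontology terms, pathways and known autism risk genes, and from the terms proposes that neurodevelopment might be affected by the DEGs.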

We then used Enrichr [34] to perform the gene ontology (GO) functions (Figure 2C) and pathway enrichment analyses (Figure S1) on the UpRGs and DownRGs. 

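Among the gene groups that Figure 2C names, 13 of 43 measured genes of the extracellular matrix were called higher in SD mice and 2 were called lower (8 higher and 2 lower when adjusted over the list alone, 1 of them below the fold cutoff, and over all genes none in edgeR and 1 in DESeq2). Col9a3, a collagen chain gene, was 24.3 ± 9.35 CPM (SD, n = 3) in CTR mice and 54.3 ± 17.7 CPM (SD, n = 3) in SD mice, with a log2 fold change of 1.16 (standard error 0.30). Mmp2, a gelatinase gene, had a log2 fold change of 0.94 (standard error 0.25). Fisher's exact test, one-sided, gave this list an adjusted p of 2.9e-11 for genes called higher. Table S1, read before the list was written, holds 8 of its genes, so this result is not independent of these samples. Without the members in Table S1 the adjusted p of the matrix list was 0.043 in the camera test. Of 15 monocarboxylate transporter genes 4 were called higher and none lower (none when adjusted over the list alone), with an adjusted p of 0.0016 in the same Fisher's exact test. They were Slc16a9, Slc16a4, Slc16a12 and Slc16a8, and Slc16a8 had a level of 1.37 ± 1.42 CPM (SD, n = 3) in CTR mice and 4.19 ± 2.13 CPM (SD, n = 3) in SD mice. DESeq2 did not call Slc16a8, and with the choroid plexus list mean as a covariate the log2 fold changes of Slc16a9, Slc16a12 and Slc16a8 were -0.064, -0.090 and -0.46. This covariate itself differs between the groups (mean of the list -0.86 in CTR and 0.86 in SD mice). Such a fit therefore also takes up part of the difference between them. In the camera test the adjusted p was 9.3e-04 for the matrix list and 0.0016 for the transporters, and with an estimated correlation the adjusted p was 0.75 and 0.50. The means of both lists were lowest in CTR mouse 2, at -0.61 and -0.49, and highest in SD mouse 5, at 0.33 and 0.39, as was that of the choroid plexus list, but in CTR mouse 1 the matrix list was at 0.22 and the choroid plexus list at -0.35. With the choroid plexus list mean as a covariate both lists turned lower, with an adjusted p of 0.091 and 0.75 in the camera test. In the same test the adjusted p of the matrix list was 0.39 without CTR mouse 2 and 0.059 without SD mouse 5, and that of the transporters 0.072 without SD mouse 5. Of 20 genes of the endoplasmic reticulum stress response 1 was called higher, Chac1, a glutathione-degrading enzyme gene, at 4.38 ± 1.04 CPM (SD, n = 3) in CTR mice and 6.66 ± 1.06 CPM (SD, n = 3) in SD mice.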

Interestingly, we found that the UpRGs were enriched with the pathways that include the regulation of insulin-like growth factor receptor signaling and neuroblast proliferation, while the DonwRGs were enriched with the pathways that include neuron remodeling and the regulation of synapse organization. 

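Of 21 measured genes of insulin and IGF signalling 4 were called higher in SD mice and none lower (2 higher when adjusted over the list alone, and over all genes none in edgeR and Igfbpl1 in DESeq2). Besides Igfbpl1 these were Igfbp2, a binding protein of insulin-like growth factors, at 32.0 ± 10.6 CPM (SD, n = 3) in CTR mice and 85.8 ± 40.6 CPM (SD, n = 3) in SD mice, the growth factor gene Igf2 at 101 ± 43.1 CPM (SD, n = 3) and 227 ± 111 CPM (SD, n = 3), and the insulin receptor substrate gene Irs4 at 0.771 ± 0.303 CPM (SD, n = 3) and 2.61 ± 2.15 CPM (SD, n = 3). DESeq2 did not call Igf2. Igfbp2 and Igf2 are also members of the choroid plexus list and Irs4 of the hypothalamic list. The adjusted p for genes called higher was 0.0055 in a one-sided Fisher's exact test, and the whole list had an adjusted p of 0.17 in the camera test, with a median log2 fold change of -0.020. Table S1, read before the list was written, holds Igfbpl1, Igfbp2 and Irs4, so the result of Fisher's exact test is not independent of these samples. Of 31 genes of neural progenitors and adult neurogenesis 2 were called higher and 1 lower (adjusted over the list alone, Igfbpl1 passed and so did Hopx, higher, and Ptch1, lower, both below the fold cutoff and chosen after their values were seen). Those called higher were Igfbpl1 and Ube2c, a ubiquitin-conjugating enzyme gene of mitosis, at 0.357 ± 0.203 CPM (SD, n = 3) in CTR mice and 0.743 ± 0.314 CPM (SD, n = 3) in SD mice, but Ube2c was not called by DESeq2. Gli1, a transcription factor gene of Hedgehog signalling, was called lower with a log2 fold change of -0.71 (standard error 0.23). Of 39 genes of the excitatory synapse 2 were called lower and none higher (1 lower when adjusted over the list alone). The presynaptic gene Rims3, on chromosome 4 of GRCm38 from 120854779 to 120896580, was 144 ± 32.7 CPM (SD, n = 3) in CTR mice and 90.3 ± 7.19 CPM (SD, n = 3) in SD mice, with a log2 fold change of -0.68 (standard error 0.14). The other was the vesicular glutamate transporter gene Slc17a6, also a member of the thalamic list, with a log2 fold change of -0.65 (standard error 0.26), which DESeq2 did not call. The median log2 fold change of the excitatory synapse genes was -0.061, with an adjusted p of 0.0012 in the camera test and an adjusted p of 0.56 with an estimated correlation and of 0.072 without SD mouse 5. Of 27 genes of the inhibitory synapse 1 was called higher, the GABA receptor subunit gene Gabrq, which the hypothalamic list also holds.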

The results of the GO pathway analysis indicate that neurodevelopment might be affected by differentially expressed genes that function in neuron proliferation, apoptosis, remodeling, and assembly. The KEGG and Wiki pathway analyses further identified the pathways associated with circadian rhythms, neural crest differentiation, and the Prader–Willi and Angleman syndromes, which are genetic disorders with high comorbidities with ASD (Figure S1). 

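Of 24 measured circadian clock genes 1 was called lower in SD mice and none higher (3 lower when adjusted over the list alone, 2 of them below the fold cutoff, and over all genes none in edgeR and Rora in DESeq2). The gene called was Rora, a nuclear receptor gene on chromosome 9 of GRCm38 from 68653404 to 69388246, at 87.1 ± 28.6 CPM (SD, n = 3) in CTR mice and 54.9 ± 4.24 CPM (SD, n = 3) in SD mice, which the thalamic list also holds. Smaller differences ran the same way in most of the list, which had a median log2 fold change of -0.22, and 11 members had all 3 SD mice below all 3 CTR mice. Among genes chosen after their values were seen, the period gene Per2 was 52.5 ± 6.56 CPM (SD, n = 3) in CTR mice and 42.7 ± 2.53 CPM (SD, n = 3) in SD mice, and the output gene Hlf was 224 ± 13.7 CPM (SD, n = 3) and 172 ± 21.7 CPM (SD, n = 3). Their log2 fold changes were -0.30 and -0.38, below the cutoff on the fold change. The adjusted p of the clock list was 7.1e-09 in the camera test, and the adjusted p was 0.13 with an estimated correlation. Of 16 genes of the Prader-Willi and Angelman region 2 were called higher and none lower (none when adjusted over the list alone). Magel2, an imprinted gene on chromosome 7 of GRCm38 from 62376979 to 62381640, was 2.27 ± 0.713 CPM (SD, n = 3) in CTR mice and 4.63 ± 2.26 CPM (SD, n = 3) in SD mice, with its highest level of 7.22 CPM in SD mouse 2. The pigmentation gene Oca2, on the same chromosome from 56239593, was 2.20 ± 1.22 CPM (SD, n = 3) in CTR mice and 6.59 ± 4.23 CPM (SD, n = 3) in SD mice. Oca2 was not called by DESeq2 or when any of CTR mouse 2 and SD mice 5 and 6 was left out. Its log2 fold change was -0.14 with the choroid plexus list mean as a covariate, which itself differs between the groups. The list had a median log2 fold change of 0.028 and an adjusted p of 0.55 in the camera test. Magel2 is also a member of the hypothalamic list, whose mean was highest in SD mouse 2.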

We further inferred the protein–protein interaction (PPI) networks of UpRGs and DownRGs through the STRING database. Two PPI networks were constructed with the following properties: the UpRGs PPI network had 202 nodes and 729 edges, with an average node degree of 7.29; and the DownRGs PPI network had 82 nodes and 140 edges, with an average node degree of 3.41 (Figure 2D). 

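The 13 genes of the SD mouse data that the paper names as autism risk genes all passed its cutoffs in the edgeR test, 7 higher and 6 lower in SD mice, with Magel2 among those higher and Rora and Rims3 among those lower. All 13 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples, while over all genes none did in edgeR and 3 did in DESeq2, Ppp1r1b and Rims3 with an adjusted p of 0.0030 each and Rora with 0.038. Among those higher, the dopamine signalling gene Ppp1r1b (DARPP-32) was 59.1 ± 6.72 CPM (SD, n = 3) in CTR mice and 91.1 ± 13.7 CPM (SD, n = 3) in SD mice, with a log2 fold change of 0.62 (standard error 0.12). The monoamine transporter gene Slc29a4 had a log2 fold change of 0.63 (standard error 0.19). Expressed at lower levels, the cilium genes Ttc25, Dydc2 and Fam92b had log2 fold changes of 0.70, 1.32 and 1.37, and Fam92b had 4 to 10 counts in each CTR mouse and 16 to 21 in each SD mouse. Pon1, which encodes a paraoxonase, had 3, 0 and 11 counts in CTR mice 1, 2 and 5 and 3, 33 and 38 counts in SD mice 2, 5 and 6. It was not called without either of CTR mice 1 and 2, and without either of SD mice 5 and 6 the filter on low counts removed it. Its log2 fold change turned from 2.14 to -1.11 with the choroid plexus list mean as a covariate, which itself differs between the groups and takes up part of their difference. Among those lower, the Wnt pathway transcription factor gene Tcf7l2, on chromosome 19 of GRCm38 from 55741797 to 55933659, was 4.64, 18.8 and 12.0 CPM in CTR mice 1, 2 and 5 and 5.24, 3.69 and 4.46 CPM in SD mice 2, 5 and 6. The muscle titin gene Ttn was 2.33 ± 0.778 CPM (SD, n = 3) in CTR mice and 1.37 ± 0.0904 CPM (SD, n = 3) in SD mice. The transcription factor gene Foxp2, which the neocortical list also holds, was 5.34 ± 2.11 CPM (SD, n = 3) and 3.20 ± 0.818 CPM (SD, n = 3).

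**Figure D2:**
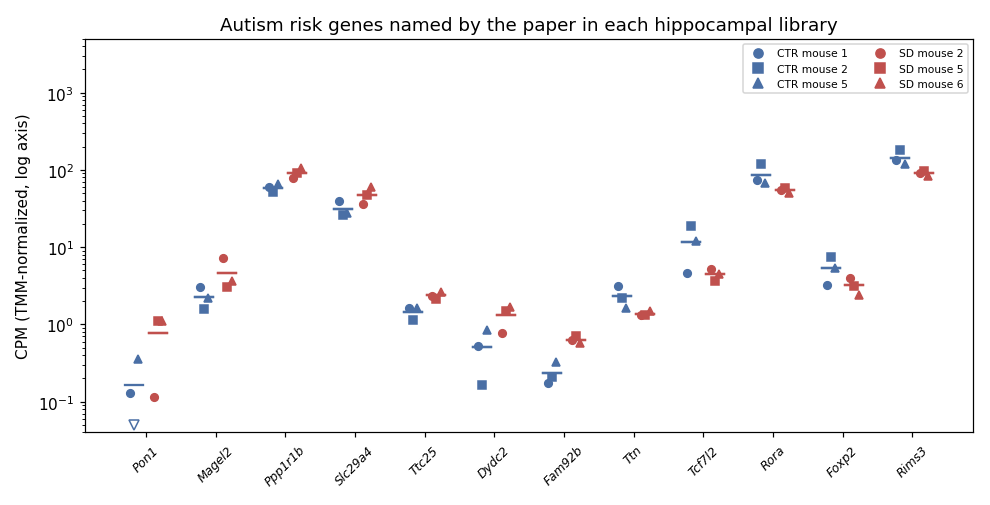
CPM of risk genes in each mouse, on a log axis, with points for mice, bars for group means and an open triangle at the bottom of the axis for the mouse with 0 counts of Pon1. SD mouse 2, at 5.24 CPM of Tcf7l2, lies above CTR mouse 1, at 4.64 CPM.

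Of the 7 genes called higher, 6 belong to the choroid plexus, ependymal, hypothalamic or striatal lists, and of the 6 called lower, Tcf7l2 and Rora belong to the thalamic list. These lists were written after the paper that names the genes had been read, so the overlap is not independent evidence. Among all 457 called genes, 82 (17.9%) are in these lists or that of the medial habenula. Of 17 striatal genes only Ppp1r1b was called. Without CTR mouse 2, 3 of the risk genes were called higher and 2 lower, and without SD mouse 6, 2 were called higher. With the choroid plexus list mean as a covariate, which itself differs between the groups, 1 risk gene was called higher and 1 lower.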

In the UpRGs PPI network, we identified seven known autism risk genes (Simons Foundation Autism Research Initiative, SFARI Gene): PON1, MAGEL2, PPP1R1B, SLC29A4, TTC25, DYDC2, and FAM92B that played the central role in the clustered PPI network (red circle in Figure 2D); and six known autism risk genes: TTN, TCF7L2, RORA, FOXP2, RIMS3, and SATB2 in the DownRGs PPI network (green circle in Figure 2D). By qRT-PCR, we validated that Pon1, Megal2, Dydc2, Fam92b, and Tcf7l2 were indeed differentially expressed in the hippocampi of SD mice (Figure 2E).

We further examined DEGs identified in SD mice to search for the ASD-associated genes in four public human ASD cohorts, with a total of 89 ASD and 103 CTR transcriptome data. The ratios of the ASD/CTR samples are: 39/40 for the Voineagu cohort; 13/13 for the Wright cohort; 12/12 for the Irimia cohort; and 25/38 for the Liu cohort (Figure 3A). We were able to overlap the 17, 91, 93, and 56 SD DEGs in the Voineagu, Wright, Irimia, and Liu cohorts, respectively (Figure 3A). We then applied a *t*-test with the linear regression model on each overlapped gene, and found that the 3, 3, 21, 17 SD DEGs were also differentially expressed in the Voineagu, Wright, Irimia, and Liu’s cohorts, respectively, and, thus, we denoted them as mouse-cohort DEGs (Figure 3B and Figure S3). Intriguingly, eight of these genes were shared by at least two cohorts (Figure 3C). In particular, SLC16A9 was found to be significantly upregulated in three cohorts, indicating that it might be used as a potential biomarker or therapeutic target. Next, we used the learning vector quantization algorithm to calculate the importance scores of the 17 genes identified in the Liu cohort on the basis of the Autism Diagnostic Interview-Revised (ADI-R) class annotation of patients (Figure 3D). We found that SLC16A9, TJP3, CDH3, and EPHA8 had the highest importance scores for all ADI-R classes, implying that these four genes may be used to predict ASD. Taken together, these results indicate significant overlaps of the SD DEGs with SFARI genes and autism-cohort DEGs.

### 3.3. Hyperactivation of mTOR and ERK MAPK Pathways in the Hippocampi of SD Mice

Our previous work indicates that the activities of the mTOR and MAPK pathways are regulated by the circadian clock. 

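In the hippocampal counts, 1 of 22 measured genes of TLR4 signalling was called higher in SD mice and none lower (none when adjusted over the list alone or, in edgeR and DESeq2, over all genes). This was Lbp, the lipopolysaccharide-binding protein gene on chromosome 2 of GRCm38 from 158306493, at 9.64 ± 5.79 CPM (SD, n = 3) in CTR mice and 29.2 ± 12.2 CPM (SD, n = 3) in SD mice. The TLR4 list had a median log2 fold change of 0.0054 and an adjusted p of 0.45 in the camera test. None of 32 genes of translational control by the mTOR and MAPK pathways was called, with log2 fold changes from -0.28 to 0.26 and an adjusted p of 0.28 in the camera test. Map2k1, which encodes MEK1, was 334 ± 15.9 CPM (SD, n = 3) in CTR mice and 351 ± 10.7 CPM (SD, n = 3) in SD mice. RNA levels do not measure the phosphorylation of these proteins.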

As insulin and the TLR4-associated signaling pathways were strongly represented in the DEGs in the SD hippocampi (Figure 2C), we next determined whether the activities of the mTOR and MAPK pathways were changed in the SD hippocampi because of circadian disruption. We first examined the levels of p-S6, a marker of the mTOR pathway activities, and the level of p-eIF4E, a marker of the MAPK/MNK pathway, in the sagittal brain sections by immunostaining. Interestingly, we found the upregulation of the levels of p-S6 and p-eIF4E in multiple brain regions, including the hippocampus. Quantitative analysis revealed significantly increased levels of p-S6 and p-eIF4E in the CA1, CA3, and DG of the hippocampi in the SD mice compared to the CTR mice (Figure 4A, p-S6: *p* < 0.0001; p-eIF4E: *p* < 0.0001). To further confirm the immunostaining data, we examined the activities of the mTOR/S6K1/S6 and MEK/ERK/eIF4E pathways in the forebrains by Western blotting. Indeed, we found the significant upregulation of the p-mTOR, p-S6K1, and p-MEK levels in the forebrains of SD mice compared with CTR mice. However, we did not detect a significant upregulation of the p-S6 and p-eIF4E levels by Western blotting. The discrepancy between immunostaining and Western blotting may be due to the different brain regions (hippocampus vs whole forebrain) used for analysis. Taken together, these results indicate the hyperactivities of the mTOR/S6K1 and ERK/MAPK pathways (Figure 4B).

### 3.4. Aberrant Synaptic Transmission, Dendritic Spine Morphology, and Protein Synthesis in the Hippocampi of SD Mice

As DEGs that are related to synaptic organization, axon guidance, and neural development were identified, we next investigated the potential changes in the synaptic functions in the hippocampi of SD mice. 

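Of 58 measured genes of axon guidance 1 was called higher and 1 lower in SD mice (none when adjusted over the list alone or, in edgeR and DESeq2, over all genes). The semaphorin gene Sema3b was 7.30 ± 4.91 CPM (SD, n = 3) in CTR mice and 15.6 ± 4.81 CPM (SD, n = 3) in SD mice, with a log2 fold change of 1.09 (standard error 0.47). DESeq2 did not call it, and with the choroid plexus list mean as a covariate, which itself differs between the groups, its log2 fold change was -0.20. The ephrin receptor gene Epha8, on chromosome 4 of GRCm38 from 136929419 to 136956859, was 7.39 ± 1.84 CPM (SD, n = 3) in CTR mice and 4.15 ± 1.04 CPM (SD, n = 3) in SD mice, with a log2 fold change of -0.82 (standard error 0.23). The list had a median log2 fold change of -0.013 and an adjusted p of 0.26 in the camera test. Of 21 marker genes of neocortical neurons 4 were called lower and none higher (none when adjusted over the list alone). The transcription factor gene Tshz2 was 163 ± 5.47 CPM (SD, n = 3) in CTR mice and 105 ± 39.8 CPM (SD, n = 3) in SD mice, and the complexin gene Cplx3 had a log2 fold change of -0.77 (standard error 0.32) and was not called by DESeq2. The median of this list was -0.090, with an adjusted p of 1.6e-04 in the camera test and an adjusted p of 0.36 with an estimated correlation.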

By electrophysiological recording from the CA1 pyramidal neurons, we measured miniature excitatory postsynaptic currents (mEPSCs) and miniature inhibitory postsynaptic currents (mIPSCs) after blocking the GABA receptor (with bicuculline) and the glutamate receptors (with NBQX and APV), respectively. Compared to the control group, we found that the frequency and total charge of the mEPSCs were significantly increased (*p* < 0.05; Student’s *t*-test) while the amplitude and total charge of the mIPSCs were reduced substantially (*p* < 0.05; Student’s *t*-test) (Figure 5A–D). These results indicate that circadian disruption led to an imbalance of the excitatory and inhibitory inputs in the hippocampal circuits of SD mice.

Next, we studied the morphology of dendritic spines in the CA1 pyramidal neurons by Golgi–Cox staining. We found a significant increase in the total spine density of the distal dendrites in the hippocampus, CA1 (Figure 5E *p* < 0.0001; Student’s *t*-test), with a corresponding decrease in the mature fraction, and an increase in the immature fraction of total spines (*p* < 0.0001; two-way ANOVA). These results demonstrate the immature morphology of dendritic spines. The imbalance of excitatory and inhibitory inputs and immature spine morphology together indicate neurodevelopmental deficits in the SD mice, consistent with the findings by RNA-seq. Lastly, to study global protein synthesis in the SD brains, we used puromycin incorporation to label newly synthesized proteins. Strikingly, we found an ~2-fold increase in the global protein synthesis rates in the brains of the SD mice (Figure 5F, *p* = 0.007; Student’s *t*-test), which indicates dysregulated translational control and is consistent with the hyperactivation of the translational control pathways (mTOR and MAPK pathways) (Figure 4). Together, these results demonstrate the consistent cellular and molecular changes in the hippocampi of SD mice.

### 3.5. Autistic-like Behavioral Changes in SD Mice

Hippocampal RNA-seq identified DEGs in the SD mice that are associated with the Prader–Willi and Angelman syndromes, two genetic disorders associated with ASD, and we identified significant overlaps between SD DEGs and human autism risk genes (Figure 3). The genetic, cellular, and molecular changes described above suggest autistic-like phenotypes in SD mice. These results led us to further investigate behavioral changes in SD mice using a battery of behavioral tests. We first performed the three-chamber test to evaluate mouse social behavior. In the sociability test, similar to the CTR mice, the SD mice exhibited a preference for the stranger mouse (S1) compared with the empty cup (E), as was indicated by the mouse spending more time in the chamber with S1 than in the chamber with E, and the more time spent sniffing the S1 cage than the E cage (Figure 6A, two-way ANOVA, chamber x group interaction, *p* = 0.603; sniffing time, x group interaction, *p* = 0.628). These results indicate the intact sociability in the SD mice. In contrast to the CTR mice, however, the SD mice displayed no preference for a novel stranger mouse (S2) compared with the familiar mouse (S1), as indicated by the similar time spent in the chamber with S1 and S2, and similar time spent sniffing S1 and S2 (Figure 6A, two-way ANOVA, chamber x group interaction, *p* < 0.0001; sniffing time, x group interaction, *p* = 0.011). These results indicate an impaired preference for social novelty in SD mice.

Next, we used the USV test to investigate social communication via the vocalization between pups and the mother. The SD pups displayed fewer calls and lower call frequencies at postnatal day 7 (P7), and shorter call durations at P7 and P11 compared with the CTR pups, indicating impaired social communication in the SD pups (Figure 6B, two-way ANOVA, number of calls, age x group interaction, *p* = 0.003; call duration, age x group interaction, *p* = 0.020; mean frequency group, *p* = 0.0007, age x group interaction, *p* = 0.130). Repetitive behaviors are also core symptomatic traits in ASD. We assessed mouse repetitive behaviors by marble burying and grooming. In the marble burying test, the SD mice buried ~2-fold more marbles compared with the CTR mice (Figure 6C, Student’s *t*-test, *p* = 0.0095). The SD mice also exhibited increased total grooming times and longer bout durations compared with the CTR mice in a spontaneous self-grooming test (Figure 6d, grooming time, Student’s *t*-test, *p* < 0.0001; bout duration, Student’s *t*-test, *p* = 0.018). These results indicate that the SD mice exhibited excessive repetitive behaviors. Next, we used an olfactory habituation/dishabituation test to assess whether SD mice can detect and differentiate nonsocial odors from social odors. Interestingly, the SD mice spent decreased amounts of time investigating the social odors compared with CTR mice, whereas there was no difference in the times spent investigating nonsocial odors between the SD and CTR mice, which indicates that olfactory processing remained intact, but olfactory social preference was impaired in the SD mice (Figure 6E, two-way ANOVA, odor x group interaction, *p* < 0.0001).

Lastly, we investigated the potential changes in the cognitive functions in the SD mice using the novel object recognition (NOR) and object location memory (OLM) tasks, both of which are dependent on the hippocampus. As shown in Figure 6F, 24 h after acquisition, the CTR mice, but not the SD mice, exhibited a preference for the novel object over the familiar object in the NOR task (Figure 6F, two-way ANOVA, object x group, *p* < 0.0001). Similarly, in the OLM tasks, the CTR mice, but not the SD mice, exhibited a preference for the object at a novel location over the object at a familiar location (Figure 6G, two-way ANOVA, location x group, *p* < 0.0001). The discrimination indexes (DI) of the SD mice were significantly decreased in both tasks in the SD mice compared with the CTR mice (Figure 6F–G, NOR DI: Student’s *t*-test, *p* = 0.003; OLM DI: Student’s *t*-test, *p* = 0.004). These results indicate that the long-term spatial memory was impaired in SD mice. Taken together, these behavioral changes collectively indicate autistic-like behavioral changes in the SD mice, which are consistent with the molecular, cellular, and genetic changes identified in the brains of these mice.

## 4. Discussion

Circadian dysfunction has been increasingly linked to ASD by clinical evidence, but experimental evidence is still needed in order to establish a causal relationship between circadian rhythm disruption and autistic-like phenotypes. Animal models are commonly used to investigate the causal roles of the genetic and environmental factors in ASD etiology. Here, taking advantage of a novel SD mouse model, we found that the disruption of the circadian rhythms impairs neurodevelopment and leads to autistic-like behavioral phenotypes in adulthood. Using a multidisciplinary approach, we also elucidated the genetic, molecular, and cellular mechanisms underlying these phenotypes. Together, our results demonstrate the significant role of circadian rhythms in neurodevelopment and provide the first experimental evidence that links environmental circadian disruption to the pathogenesis of ASDs.

Our transcriptomic analysis identified several interesting pathways that are related to neurodevelopment, such as neuronal proliferation, remodeling, and synaptic organization, indicating that the dysregulation of multiple genes involved in neurodevelopment may play an important role in driving the autistic-like phenotype in SD mice. The RNA-seq data demonstrate genetic similarities between our SD model and human autism. We were able to identify a set of 35 mouse-cohort DEGs. In particular, SLC16A9 was not only found in three of the four cohorts, but also has the highest importance score for all ADI-R classes, implying that it may underlie the phenotypes of SD mice and can potentially be used to predict ASD in human patients.

We focused on the hippocampus for molecular and cellular analysis, as it is important for cognitive functions and has been implicated in autism pathogenesis. It is also one of the extra-SCN regions exerting robust circadian oscillations [35,36]. Previous studies have revealed the dependence of circadian rhythms on learning and memory in animals [35,37], especially in hippocampus-dependent long-term spatial memory. Indeed, we found that the molecular circadian oscillations were disrupted in the SD mice. As a result, the long-term spatial memory was impaired, as demonstrated by the NOR and OLM tests. Moreover, the disruption of the excitation–inhibition (E/I) balance is considered a hallmark in the ASD mouse models [27]. We performed mEPSC and mIPSC recordings in hippocampus CA1 pyramidal neurons and found an increased total charge of mEPSCs, but a decreased total charge of mIPSCs. The E/I imbalance in the hippocampus may also account for the behavioral changes in the SD mice.

The circadian clock and autism are linked by common translational control pathways in the brain. Our work found that the mTOR (mammalian target of rapamycin)/eIF4E (eukaryotic translation initiation factor 4E) axis regulates fundamental functions of the circadian clock [14,38,39]. Interestingly, the mTOR pathway is frequently dysregulated in developmental brain malformations, including autism, and is pharmacologically targeted to treat certain types of autism [40,41]. Dysregulation of the mTOR/eIF4E axis disrupts the clock and engenders ASD-like phenotypes in animals, indicating potential crosstalk between the brain clock and autism. Since aberrant synaptic morphologies were observed in some ASD-models, such as Fragile X syndrome [42,43,44] and Rett syndrome [45,46], it was suggested as one of the developmental factors affecting synaptic transmission and activity-dependent synaptic plasticity. PTEN and TSC1, as mTOR repressors, were proven to be related to dendritic and spine morphologies [47,48,49]. We found hyperactivation of the mTOR and MAPK pathways in SD brains, which was accompanied by aberrantly immature dendritic spine morphologies and increased protein synthesis. Dysregulated translational control may be the biochemical basis underlying the functional changes in the SD mice.

## 5. Conclusions

Using a combination of genetic, electrophysiological, biochemical, and behavioral approaches, our study demonstrates the fundamental significance of circadian rhythms in neurodevelopment and provides experimental evidence that links environmental circadian disruption to the pathogenesis of autism spectrum disorders. The identified molecular mechanisms that link circadian dysfunction to autism (mTOR, MAPK, autism risk genes, etc.) could transform our understanding of ASD pathogenesis and provide new hope for ASD patients. The SD mouse is a new mouse model that links circadian disruption to ASD-like phenotypes. It provides a preclinical tool for investigating the causal role of genetic mutations and environmental factors in the etiology of ASD, and for performing the preclinical screening of pharmacological agents.

## Figures and Tables

**Figure 1:**
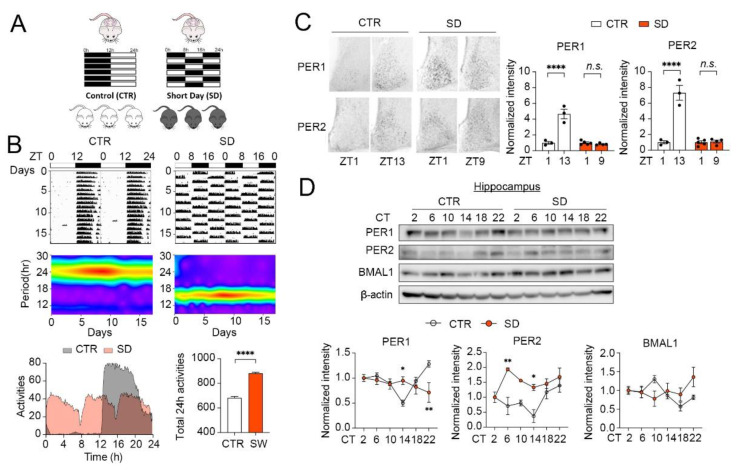
Daily rhythms of animal locomotor activities and clock gene expression are disrupted in SD mice. (**A**) A diagram indicating the strategy to generate the SD mice. (**B**) Top: Representative actograms of mouse wheel-running activities in control (CTR) and Short Day (SD) mice. Middle: Morlet wavelet transform analysis below indicates that CTR mice entrained to the 12 h/12 h light/dark cycle and exhibited a circadian period of 24 h. In contrast, SD mice entrained to the 8 h/8 h light/dark cycle and exhibited a circadian period of 8 h. Bottom: Average activities of CTR (n = 4) and SD (n = 3) mice across 24 h. Note that the SD mice exhibited a higher level of total activities in 24 h as compared with the CTR mice. (**C**) Representative microscopic images of immunostaining for PER1 and PER2 in the SCN. ZT1: one hour after light-on for CTR and SD mice; ZT13 and ZT9: 1 h after light-off for CTR and SD mice. Quantitative analysis of staining intensity is shown to the right. The levels at ZT13 and ZT9 were normalized according to the levels at ZT1 in the CTR and the SD mice, respectively. Note that PER1 and Per2 levels were not different between ZT1 and ZT9 in SD mice. Data are displayed as individual values and mean ± SEM. n = 3 in CTR and n = 4–5 in SD. **** *p* < 0.0001; n.s., not significant vs. ZT1. (**D**) Western blotting images indicate that PER1, PER2, and BMAL1 exhibited circadian oscillations in the hippocampi of the CTR, but not the SD, mice. Quantitation of protein levels is shown below. For this experiment mice were kept in constant darkness for 48 h and hippocampal samples were harvested every 4 h in the next 24 h. Data are displayed as mean ± SEM. n = 3 in CTR and SD. ** *p* < 0.01; * *p* < 0.05 vs. CTR.

**Figure 2:**
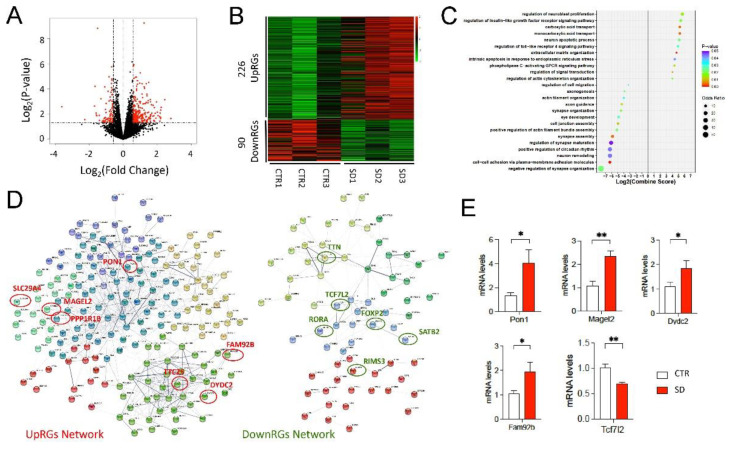
**Genome-wide transcriptional changes in the hippocampi of SD mice.** (**A**) Volcano plot shows the Log2 (fold-change) and Log2 (*p*-value) of the genes. DEGs are highlighted with red color. (**B**) Heatmap shows the Z-scored expression value of identified DEGs. We identified 226 UpRGs and 90 DownRGs in the SD mice. (**C**) Top 25 GO analysis results of DEGs. P-value is indicated by the color of points and the size of points is a proportion of the odds ratio. Negative log2 (combined score) indicates the pathway analyzed from the downregulated gene set. (**D**) DEGs network (protein–protein interaction from STRING v11.5), we found there were 7 upregulated and 6 downregulated genes that are included in the SFARI database. UpRGs are circled in red: slc29a4, magel2, fam92b, pon1, ttc25, dydc2, ppp1r1b; DownRGs are circled in green: satb2, rora, foxp2, rims3, ttn, tcf7l2. (**E**) Validation results of identified SFARI-overlapped DEGs by qRT-PCR. n = 3 in CTR and SD. ** *p* < 0.01; * *p* < 0.05 vs. CTR.

**Figure 3:**
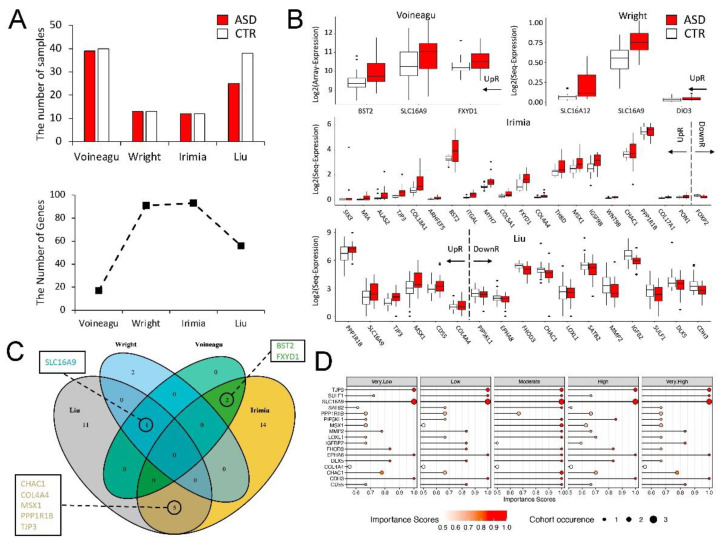
**Multiple DEGs in the hippocampi of SD mice are identified as ASD risk genes in four published studies.** (**A**) Top panel bar plot shows the number of ASD and CTR samples in each of the four published cohorts; bottom panel line plot shows the number of mouse-model-identified DEGs that also measured the expression in the cohort. (**B**) Boxplots show the expression values of overlapped DEGs between mouse models and each cohort (mice-cohort DEGs). There are 3, 3, 21, and 17 SD mice DEGs that are also differentially expressed in the cohort data of Voineagu et al., Wright et al., Irimia et al., and Liu et al., respectively. The genes in the boxplot are ordered by the Log2FC values. (**C**) Venn diagram shows the overlapping genes between mouse-cohort DEGs. We highlight that SLC16A9 is identified in three cohorts, and that CHAC1, COL4A4, MSX1, PPP1R1B, TJP3, BST2, FXYD1 are identified in two cohorts. (**D**) Dot plots show the importance score of genes for each ADI-R class in the data of Liu et al. The importance scores are calculated from the learning vector quantization model and are characterized as: Very Low, Low, Moderate, High, Very High, each corresponding to the low, moderate2, moderate1, high2, and high1 ADI-R classes in the original paper, respectively. The larger the importance score, the more the importance of the gene to predicting the ADI-R class. The size of the dot represents the occurrence of the gene in different cohorts.

**Figure 4:**
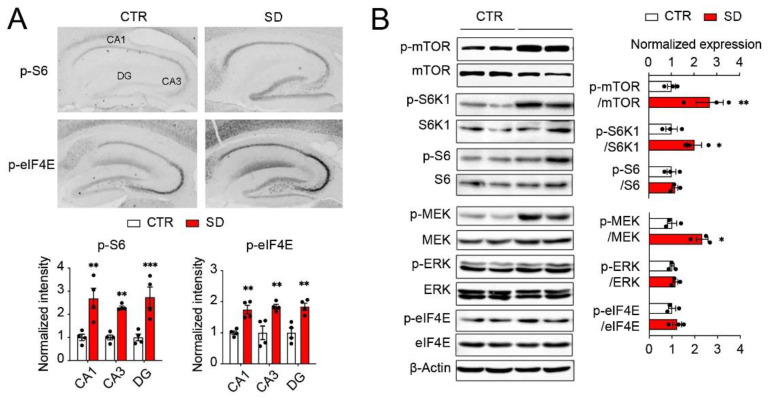
**Hyperactivation of mTOR and ERK MAPK pathways in the hippocampi of SD mice.** (**A**) Representative microscopic images of the sagittal hippocampus sections immunostained for p-S6 and p-eIF4E in the CTR and SD mice. Quantitation of staining intensities in hippocampal CA1, CA3, and DG areas are shown below. Note significant increases in the p-S6 and p-eIF4E levels in the hippocampi of SD mice. Data are displayed as individual values and mean ± SEM. n = 4 in CTR and SD. *** *p* < 0.001; ** *p* < 0.01 vs. CTR. (**B**) Western blots indicate upregulation of mTOR/S6K1/S6 and MEK/ERK/eIF4E kinase activities in the forebrains of SD mice compared with CTR mice. Quantitative analysis is shown to the right. Data are displayed as individual values and mean ± SEM. n = 3 in CTR and SD. ** *p* < 0.01; * *p* < 0.05 vs. CTR.

**Figure 5:**
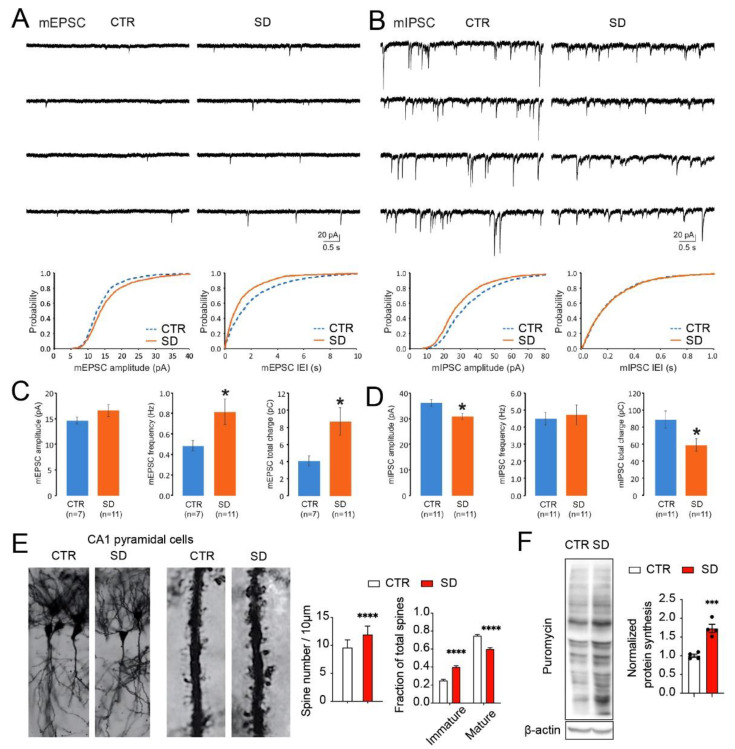
**Aberrant synaptic transmission, dendritic spine morphology, and protein synthesis in the hippocampi of SD mice.** (**A**) Representative traces and cumulative probabilities (amplitude and inter event intervals, IEIs) of mEPSC recordings from hippocampal CA1 neurons. Quantitative analysis is shown below and in (**C**). * *p* < 0.05 vs. CTR. Note that the frequency and total charge, but not the average amplitude, were increased in the hippocampal CA1 neurons of SD mice compared with CTR mice. (**B**) Representative traces and cumulative probabilities (amplitude and inter event intervals, IEIs) of mIPSC recordings from hippocampal CA1 neurons. Quantitative analysis is shown below and in (**D**). * *p* < 0.05 vs. CTR. Note that the amplitude and total charge, but not the frequency, were decreased in the hippocampal CA1 neurons of SD mice compared with CTR mice. The frequency is the reciprocal of IEI. The total charge is the summation of the area integrals of mEPSCs (in a 3-min recording period) or mIPSCs (in a 1-min recording period). n denotes the number of neurons from >3 mice for each group. (**E**) Representative microscopic images of CA1 pyramidal neurons and dendritic spines afterGolgi–Cox staining. Quantitative analysis indicates that spine density and the fraction of immature dendritic spines were increased in dendrites of hippocampal CA1 neurons in SD mice compared with the CTR mice. Data are displayed as mean ± SEM. **** *p* < 0.0001; n = 51 neurons from 4 mice for CTR and SD groups. (**F**) A de novo protein synthesis assay by puromycin incorporation revealed the higher rate of global protein synthesis in the forebrains of SD mice compared with CTR mice. *** *p* < 0.001, n = 4 for CTR and SD mice.

**Figure 6:**
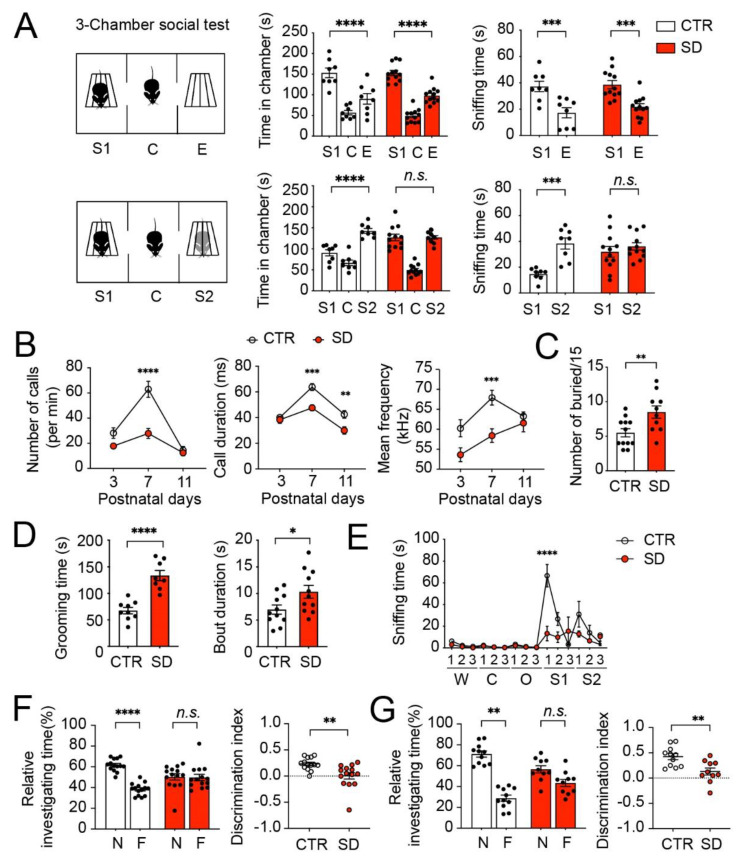
**Autistic-like behavioral changes in SD mice.** (**A**) Three-chamber test for mouse sociability. Left: a schematic diagram. S1: stranger 1; C: center; E: empty; S2: stranger 2. Right: bar graphs indicating time spent in individual chambers and time spent sniffing wire cages during the three-chamber test. Note that both CTR and SD mice spent longer times in the S1 chamber and sniffing the S1 cage, compared with in the E chamber and sniffing the E cage. CTR mice spent longer times in the S2 chamber and sniffing the S2 cage, compared with in the S1 chamber and sniffing the S1 cage. In contrast, SD mice spent similar times in the S1 and S2 chamber and sniffing the S1 and S2 cage. Data are displayed as individual values and mean ± SEM. *** *p* < 0.001; **** *p* < 0.0001; n.s., not significant. Data are displayed as individual values and mean ± SEM. n = 8 in CTR and n = 12 in SD. (**B**) Ultrasonic vocalization tests at Postnatal Day (P) 3, 7, and 11. Note that SD pups exhibited a reduced number of calls, call durations, and call frequencies at P7 compared with the CTR pups. Data are displayed as mean ± SEM ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001 vs. CTR; n = 5–6 for P3 and P11 in CTR and SD; n = 8-9 for P7 in CTR and SD. (**C**) A bar graph indicates the numbers of marbles buried in the marble burying test. n = 12 in CTR and n = 10 in SD. Data are displayed as individual values and mean ± SEM. ** *p* < 0.01. (**D**) Spontaneous self-grooming test. Note that SD (n = 8) mice displayed increased grooming time and duration of bouts as compared with WT (n = 9) mice. * *p* <0.05; **** *p* < 0.0001 vs. CTR (**E**) Olfactory habituation test. W: water; C: cinnamon; O: food (butter); S1: social odor 1 (dirty cage swab1); S2: social odor 2 (dirty cage swab2). Note that time spent sniffing the social odor was markedly reduced, whereas time sniffing nonsocial odors was not changed in the SD mice compared with the CTR mice. **** *p* < 0.0001 vs. CTR. n = 4 mice in CTR and SD. Data are presented as mean ± SEM. (**F**) Novel object recognition test. During the training session, mice were exposed to two familiar (F) objects. After 24 h, one F objectwas replaced by a novel (N) object in the testing session. Time animals spent investigating the two objects was measured. The discrimination index was calculated as Time_novel_ − Time_familiar_/Time_novel_ + Time_familiar_. CTR (n = 14) mice spent a longer time investigating the N object compared with the F object, whereas the SD (n = 14) mice spent similar time investigating the N and familiar objects. The discrimination index was decreased in the SD mice compared with the CTR mice. ** *p* < 0.01; **** *p* < 0.0001 vs. CTR; n.s., not significant. (**G**) Object location memory test. During the training session, mice were exposed to two identical objects. After 24 h, one object was left at the same familiar (F) location and the other object was moved to a novel(N) location. Time animals spent investigating the two objects was measured. The discrimination index was calculated as Time_novel_ − Time_familiar_/Time_novel_ + Time_familiar_. CTR (n = 10) mice spent a longer time investigating the object in the Nlocationas compared with the object in the Flocation, whereas SD (n = 11) mice spent similar time investigating the objects in the Nlocation compared with the object in the Flocation. The discrimination index was decreased in the SD mice compared with the CTR mice. Data are displayed as individual values and mean ± SEM. ** *p* < 0.01; n.s., not significant.

## Data Availability

The hippocampal RNA-seq data that support the findings of this study are available at GEO repository, GSE189289.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10123314/s1: Figure S1: Top pathways categories of DEGs as identified by KEGG and Wiki pathway analysis; Figure S2: Linear regression model identified mouse-cohort DEGs; Table S1: A complete list of DEGs in the hippocampi of SD mice.

How the deposited data were processed for this re-analysis (not part of the article)

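RNA-seq of the hippocampus was analysed from 3 CTR mice and 3 SD mice. The tissue is taken from the paper, which describes dissected hippocampi; the extraction protocol in the sample labels speaks of cells and spheroids, and this conflict was not resolved. The authors' reads were not used; the starting point was the table the authors deposited, which holds counts per gene and mouse. Before deposit the authors trimmed the reads with Trim Galore, mapped them to mm10 with Hisat2 at default settings, and counted them with featureCounts by strand and with multi-mapping reads included. The submitters' processing notes also name SAMtools and Picard. The versions of these tools and the gene annotation are not given in the sources used here. The same table holds for each gene a signal value, the mean over the 6 mice of the counts that the authors divided by DESeq2 size factors before deposit (not coverage), and the log2 fold change, standard error, p-value and adjusted p-value that the authors deposited from DESeq2. The p-value is blank for 5 genes and the adjusted p-value for 902. The score in the deposited table is the Wald statistic, the log2 fold change that the authors' DESeq2 run divided by its standard error; it was not used. Each column of counts was assigned to the mouse whose sample title it repeats.

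The deposited table lists 15423 genes, each with at least 40 counts over the 6 mice. Total counts per mouse ranged from 23300710 to 30035148 in CTR mice, with a median of 24426831, and from 25755316 to 34447082 in SD mice, with a median of 29226675. Counts were analysed with R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16, which kept 15345 and removed 78, normalized by TMM, and tested with glmQLFit and glmQLFTest at the defaults of this version, SD against CTR, with all 6 mice and no covariate. The common biological coefficient of variation was 0.122. Standard errors of log2 fold changes are the fold change divided by the square root of the test's F. Genes were called at the cutoffs of the paper, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.58, and separately at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values of single genes are from edgeR unless DESeq2 is named. Levels are CPM computed with TMM factors, as mean ± SD over 3 mice. List means used log2 CPM with a prior count of 2.

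Of the 33 gene lists, 29 were tested: the cell type lists were choroid plexus epithelium, ependyma and motile cilia, hypothalamic, thalamic, medial habenula, striatal, neocortical and hippocampal principal neurons, GABAergic interneurons, leptomeningeal fibroblasts, endothelial cells and pericytes, microglia and macrophages, astrocytes and oligodendrocytes. The others held genes of the circadian clock, immediate early genes, glucocorticoid response, insulin and IGF signalling, mTOR and MAPK translational control, TLR4 signalling, axon guidance, excitatory and inhibitory synapse, neural progenitors, Prader-Willi and Angelman region, endoplasmic reticulum stress, extracellular matrix, monocarboxylate transport and sex-linked genes. The lists of lymphocytes and blood (4 measured members) and of mitochondrial messages (0 measured members) and the 2 lists of genes named by the paper were described by counts only. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01 and at an estimated correlation, and called genes were tested with a one-sided Fisher's exact test per direction against all tested genes. With an estimated correlation camera takes its degrees of freedom from the few mice and not from the number of genes, which by itself raises p. Adjustment was by Benjamini-Hochberg over the lists, and for Fisher's exact test over both directions.

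The genes named in the text were chosen by a rule fixed before the data were examined, when values of Table S1 had been seen. They are the 13 autism risk genes and 10 cohort genes the paper names, the 10 called genes of smallest p in each direction, the 5 of largest change in each direction among those with a mean normalized count of at least 50, up to 4 called members of each list (for a list with none, its 2 members of highest mean), and the 5 called genes of highest mean. Genes named outside this rule are marked as such, and some genes that the rule names are not reported here. Unnamed gene models and 5S ribosomal RNA genes were left out of the parts on smallest p and largest change. Coordinates are those of the RefSeq annotation of GRCm38.p6, the same build as mm10, in which 15362 of the 15423 symbols were found.

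The edgeR test was tested on simulated data with 200 changed genes, each gene drawn independently from the means, library sizes and dispersions of these libraries. The alternatives were other thresholds on p and fold change, filters on mean counts of 10 and 50, omission of small RNA genes or of the region and choroid plexus lists, DESeq2 1.42.0, DESeq2 size factors, no filter, each mouse left out, a replicate block, and for the lists ranks, a preset correlation of 0.05, an estimated correlation and omission of Table S1 members. Figures were drawn with matplotlib 3.10.9. The paper gives a male-to-female ratio of roughly 1:1 in its section on behavioral tests. For the RNA-seq mice, neither the sex of each mouse nor the time of day of tissue collection is given in the sources used here. By their Xist and Ddx3y counts, CTR mouse 5 was female and the other 5 mice were male, and sex was not in the model. The qRT-PCR, human cohort and protein data of the paper were not analysed here.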

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

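The tests of list members moving together, of separated members and of opposite-phase clock genes were chosen after the results were seen. The thinning test and the fits with a list mean as a covariate were chosen before their results were seen. The test of separated members could not exclude a response to the 8 h/8 h cycle. Only a list mean in the other direction would have counted against it, and the patterns were picked for their direction. Chance separates 10% of genes, both directions taken together. The medians given next are of cell type lists that the paper does not discuss, singled out because camera gave them an adjusted p under 0.05 at a preset correlation of 0.01; the clock genes weighed further below are discussed in the paper. None of these lists held that threshold with an estimated correlation. The median log2 fold changes were 1.56 for choroid plexus epithelium, 0.50 for ependyma and motile cilia, 0.85 for hypothalamic neurons, -0.61 for thalamic neurons, -0.71 for medial habenula, -0.090 for neocortical neurons and 0.33 for oligodendrocytes. The habenula median turned to 0.27 without CTR mouse 5, and the ependyma median was 0.80 without CTR mouse 5 and 0.32 without CTR mouse 2.

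Choroid plexus genes were higher in SD mice. The mean log2 fold change of the list was 1.46 at full depth and 1.47 with every library thinned to the smallest total. Because the test scales counts to library size, thinning was bound to leave this value nearly unchanged. It therefore cannot decide whether a difference in sequencing depth between the mice plays a part. A varying share of choroid plexus tissue in the dissected hippocampi remains a candidate explanation: within the groups the members rose and fell together from mouse to mouse with a mean pairwise correlation of 0.90, where 95% of 10000 random lists matched on expression stayed below 0.038. Ttr, the most abundant choroid plexus transcript (chosen after its values were seen), was 1369, 103 and 2863 CPM in CTR mice 1, 2 and 5 and 2239, 6586 and 6771 CPM in SD mice 2, 5 and 6, and 3 of the 4 called genes of the insulin list are also in the choroid plexus or hypothalamic lists. A response to the 8 h/8 h cycle stays open as well, since in 5 of 39 members every SD mouse lay above every CTR mouse, and the tissue share and the cycle cannot be told apart with 3 mice a group.

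Thalamic genes were lower in SD mice. A varying share of thalamic tissue remains a candidate explanation. The members moved together within the groups with a mean pairwise correlation of 0.31 against a 95% limit of 0.056 in random lists. The correlation taken as sufficient was set after the values were seen and lower than for the choroid plexus list. Under the threshold of that list the thalamic result would have stayed undecided. Such movement also does not single out tissue share. The correlation that camera estimated was 0.32 for the thalamic list, 0.35 for immediate early genes and 0.33 for astrocytes. It was lower in other lists, such as axon guidance at 0.11. Without CTR mouse 2 the median log2 fold change of the list was -0.21 and 4 members were called lower. A response to the 8 h/8 h cycle remains open, because in 6 of 30 members every SD mouse lay below every CTR mouse, and it cannot be told apart from the share of tissue in these mice.

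Clock genes were slightly lower in SD mice, by a median log2 fold change of -0.22 that ranged from -0.25 to -0.18 as each mouse was left out. A varying share of other tissue was tested in 3 fits with the mean of the choroid plexus, thalamic or oligodendrocyte list as a covariate. None brought the median as near to 0 as this explanation predicts. The medians were -0.18, -0.22 and -0.19, with 20 to 22 of 24 members below 0. Within the groups the clock genes did not move together more than random lists. Their mean pairwise correlation was 0.019, under the 95% limit of 0.066. This also goes against a shared effect of tissue on the list, though no bound was set for it. The explanation stays open all the same, because 2 of the bootstrap intervals over genes reach past the bound set beforehand for excluding it. These are -0.25 to -0.094 in the choroid plexus fit and -0.33 to -0.089 in the thalamic fit. The interval of the oligodendrocyte fit, -0.34 to -0.10, does not reach past it. All 3 intervals measure the spread between genes of the same mice and not between mice. The thalamic list also holds the clock gene Rora. A different time of day at collection stays open, as the opposite-phase genes Arntl, Clock, Npas2, Cry1 and Nfil3, chosen after their values were seen, went both ways, with a median of -0.099 (Npas2 at -0.24 and Nfil3 at 0.48), and the collection time is not given. A response to the 8 h/8 h cycle stays open too: in 11 of 24 members every SD mouse lay below every CTR mouse. Without the collection times, the cycle cannot be told apart from a different time of collection.

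Other ways of dividing the 6 mice into 3 and 3 bear on the counts, and the 10 splits are too few for a share under 0.05. The cutoffs called 457 genes for the real groups and at most 438 for another split, that of CTR mice 1 and 2 and SD mouse 2 against the other mice; only 1 of the 10 splits, the real one, gave a count as large. The real groups gave 322 genes higher and 135 lower, and the larger direction of another split reached 349, so that set against larger directions counts as large were found in 2 and 4 splits; the smaller direction of another split reached at most 89. At an adjusted p under 0.05 edgeR called 0 genes in all 10 splits, with 1277 at an unadjusted p under 0.05 for the real groups and 56 at an adjusted p under 0.05 by DESeq2. At the preset correlation 11 lists passed for the real groups and up to 16 for another split, and 8 splits gave as many.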

How the results depend on the processing

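The covariate and the bias-adjusted fit of edgeR (legacy = FALSE) were added after the data were seen, and for the values that moved below the cause was not tested unless the setting itself calls fewer genes. Counts of called genes are given as total, higher and lower. At an adjusted p under 0.05 with the fold cutoff they were 0, 0 and 0, at an unadjusted p of at most 0.01 they were 141, 101 and 40, with a fold cutoff of 1 they were 184, 145 and 39, and without a fold cutoff 1277, 713 and 564. With a mean normalized count of at least 50 they were 265, 197 and 68. DESeq2 size factors gave 454, no filter 456, a mean count of at least 10 449, omission of small RNA genes 452, omission of the region and choroid plexus lists 375, DESeq2 316 and legacy = FALSE 461 genes. At an adjusted p under 0.05 edgeR called 0 genes in the main test, 56 by DESeq2 and 0 to 1 as each mouse was left out. Leaving out each mouse in turn gave 242 to 707 genes, 155 to 500 higher and 87 to 207 lower. The lowest total was without SD mouse 6, when 202 of the 457 genes were still called, and the highest without CTR mouse 5, when 385 were.

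The mouse numbers 2 and 5 occur in both groups. The deviations from the group means correlated across genes at 0.21 for the mice numbered 2 and 0.12 for those numbered 5, 2 pairs only, and no source says that a number marks a litter or day, so the mice share only a number. A replicate block over these numbers fits each mouse with an unshared number exactly. The group difference then rests on the mice numbered 2 and 5 alone, 2 pairs, which leave little to measure the spread from. This fit is therefore not an alternative for all the mice. It called 315 genes, 239 higher and 76 lower, 12 genes had an adjusted p under 0.05, and 18 lists passed. Under the block 10 ependymal and 8 hypothalamic genes were called higher, and the log2 fold change was 0.20 for Rn45s, negative in the main test. CTR mouse 1 had the highest level of Rn45s and does not enter the group difference under the block. With that mouse left out of the main test the log2 fold change of Rn45s was 0.15.

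Called members are given in the order choroid plexus higher, ependyma higher, hypothalamic higher, thalamic lower, autism risk genes higher and lower; the main counts were 35, 19, 13, 12, 7 and 6. With adjusted p they were 0, 0, 0, 0, 0 and 0, at p of at most 0.01 they were 14, 7, 3, 3, 3 and 3, and with a fold cutoff of 1 they were 30, 9, 8, 7, 4 and 1. With a mean count of at least 50 they were 33, 13, 9, 7, 4 and 6, so that 4 risk genes were higher. By DESeq2 19 choroid plexus genes were called, and 16 of the named genes called by edgeR were not, 3 of which have no p-value there. Without the region and choroid plexus lists 1 risk gene was called higher and 4 lower. Leaving out each mouse gave 17 to 38, 9 to 34, 6 to 15, 4 to 13, 2 to 6 and 2 to 6.

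Of the 29 lists 11 passed camera, 0 with an estimated correlation, 10 at a preset correlation of 0.05, 12 with ranks, 11 without Table S1 members and 9 to 16 as each mouse was left out. Medial habenula turned higher without CTR mouse 5, with an adjusted p of 0.082, and ranged from 2.6e-05 to 0.25 as each mouse was left out. The log2 fold change of Xist ranged from -10.5 to 3.00, the last without CTR mouse 5, and that of Rn45s from -2.30 to 0.15, the last without CTR mouse 1.

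With the choroid plexus list mean as a covariate 304 genes were called, 120 higher and 184 lower, of which 103 were among the 457, and 1 had an adjusted p under 0.05. Called members were then 0 choroid plexus, 2 ependymal, 9 hypothalamic and 4 thalamic genes and 1 and 1 risk genes. The sign of the log2 fold change turned for Pon1 (-1.11), Slc16a9 (-0.064), Cdh3 (-0.33), Tnnt1 (0.43), Sema3b (-0.20), Oca2 (-0.14), Slc16a12 (-0.090) and Slc16a8 (-0.46). The extracellular matrix and monocarboxylate transporter lists turned lower, with adjusted p of 0.091 and 0.75, and the camera calls of the choroid plexus (0.97), thalamic (0.39), neocortical (0.068) and excitatory synapse (0.54) lists ended, while the clock list had an adjusted p of 1.5e-04 (2.8e-09 to 0.13 over its alternatives). The covariate differs between the groups, so this fit also takes up part of the difference between them. The choroid plexus list was adjusted for its own mean, so the loss of its calls was fixed in advance. Depth limits low genes: Pon1, Fam92b and Dydc2 had at most 58 counts in any mouse.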

Differences from the paper's values

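In the main test no count or log2 fold change set beside a value of the paper differed by the criteria used, while counts at stricter p cutoffs did. The paper reports 316 DEGs, 226 higher and 90 lower, and edgeR called 457, 322 and 135 at the same cutoffs, less than or equal to 1.5 times as many. DESeq2 on the deposited counts, an alternative set before the data were examined and the tool the paper names, called 316, 226 and 90. Log2 fold changes of the named genes that Table S1 lists lay within the larger standard error of its values. Table S1 as used here has 139 genes higher and 58 lower, all beyond an absolute log2 fold change of 1, and 118 of its 197 genes are in the deposited table, where 106 are called. The deposited table has 123 genes called by the authors with an absolute log2 fold change of at least 1, fewer than the 197 of Table S1. Table S1 is therefore not simply the part of the 316 DEGs beyond that fold change. How it was made is not given in the sources used here. Table S1 also holds fewer genes than the paper's 316, so no overlap was tested.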

Other observations

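Of 22 oligodendrocyte genes 1 was called higher, Opalin, at 22.4 ± 2.39 CPM (SD, n = 3) in CTR mice and 33.8 ± 2.71 CPM (SD, n = 3) in SD mice, and 9 were higher when adjusted over the list alone (over all genes none in edgeR, and 2 in the authors' DESeq2 results, Opalin among them). The list had an adjusted p of 1.1e-12 in the camera test, and the adjusted p was 0.36 with an estimated correlation. The median log2 fold change of this list was 0.33. Medians of the lists of other glia and vessels were nearer to 0, at -0.059 for astrocytes, -0.051 for endothelial cells and pericytes and 0.10 for microglia and macrophages. The difference between lists was not tested. None of 18 astrocyte genes and none of 20 endothelial and pericyte genes was called, though Arhgef15, a gene of blood vessels outside the lists, was called lower. Slc1a2, the main glutamate transporter of astrocytes, was 3426 ± 539 CPM (SD, n = 3) in CTR mice and 3094 ± 213 CPM (SD, n = 3) in SD mice.

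Of 24 genes of leptomeningeal fibroblasts 4 were called lower and 2 higher, among them Prg4, the lubricin gene, at 4.28 ± 2.70 CPM (SD, n = 3) in CTR mice and 1.36 ± 0.359 CPM (SD, n = 3) in SD mice, and the mean of the list was highest in CTR mouse 1 at 0.63. Of 14 medial habenula genes 2 were called lower, neither of them by DESeq2, and the mean of that list was 1.32 in CTR mouse 5 and between -0.49 and 0.16 in the other 5 mice. No immediate early gene of 22 was called, and Arc was 127 ± 56.2 CPM (SD, n = 3) in CTR mice and 116 ± 18.6 CPM (SD, n = 3) in SD mice. Of 17 glucocorticoid response genes 1 was called lower, Plin4. Of 21 genes of microglia and macrophages 1 was called lower, Lyve1, which DESeq2 did not call, and of 25 GABAergic interneuron genes 1 was called higher, Dlx5, a homeobox gene, with a log2 fold change of 0.64 (standard error 0.19). Of 17 striatal genes 1 was called higher, Ppp1r1b. Of the 4 measured genes of lymphocytes and blood 1 was called lower, Itgal.

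The 10 genes that the paper names from its comparison with human cohorts all passed its cutoffs in the mouse hippocampus, 9 higher and 1 lower; the paper chose them on these samples. Slc16a9 was 4.90 ± 1.67 CPM (SD, n = 3) in CTR mice and 8.46 ± 2.99 CPM (SD, n = 3) in SD mice. Tjp3 had a log2 fold change of 1.39 (standard error 0.39), Msx1 of 1.18 (standard error 0.34) and Cdh3 of 1.48 (standard error 0.58). Cdh3 was not called when any of CTR mice 1 and 2 and SD mice 5 and 6 was left out, nor Slc16a9 when any of CTR mouse 2 and SD mice 5 and 6 was, and with the choroid plexus list mean as a covariate both turned negative. In SD mouse 2 the mean of this list was -0.18, below CTR mouse 5 at -0.015, and it was 0.70 and 0.73 in SD mice 5 and 6.

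Of 6 sex-linked genes 1 was called lower, Xist, whose counts came from CTR mouse 5. Ubb-ps had 1046 counts in SD mouse 5 and 19 to 29 in each of the other 5 mice. The authors' deposited table gives no p-value for 5 genes, among them Xist, Ubb-ps and Rn45s, and lists 56 genes at an adjusted p under 0.05, 32 of them beyond the cutoff on the fold change.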
